# Low-Dose Anti-HIV Drug Efavirenz Mitigates Retinal Vascular Lesions in a Mouse Model of Alzheimer’s Disease

**DOI:** 10.3389/fphar.2022.902254

**Published:** 2022-06-01

**Authors:** Nicole El-Darzi, Natalia Mast, David A. Buchner, Aicha Saadane, Brian Dailey, Georgios Trichonas, Irina A. Pikuleva

**Keywords:** CYP46A1, retina, retinal angiomatous proliferation, efavirenz, retinal-choroidal anastomosis

## Abstract

A small dose of the anti-HIV drug efavirenz (EFV) was previously discovered to activate CYP46A1, a cholesterol-eliminating enzyme in the brain, and mitigate some of the manifestation of Alzheimer’s disease in 5XFAD mice. Herein, we investigated the retina of these animals, which were found to have genetically determined retinal vascular lesions associated with deposits within the retinal pigment epithelium and subretinal space. We established that EFV treatment activated CYP46A1 in the retina, enhanced retinal cholesterol turnover, and diminished the lesion frequency >5-fold. In addition, the treatment mitigated fluorescein leakage from the aberrant blood vessels, deposit size, activation of retinal macrophages/microglia, and focal accumulations of amyloid β plaques, unesterified cholesterol, and Oil Red O-positive lipids. Studies of retinal transcriptomics and proteomics identified biological processes enriched with differentially expressed genes and proteins. We discuss the mechanisms of the beneficial EFV effects on the retinal phenotype of 5XFAD mice. As EFV is an FDA-approved drug, and we already tested the safety of small-dose EFV in patients with Alzheimer’s disease, our data support further clinical investigation of this drug in subjects with retinal vascular lesions or neovascular age-related macular degeneration.

## Introduction

Alzheimer’s disease (AD), which affects the brain, is a major cause of dementia in humans (Winblad et al., 2016). Age-related macular degeneration (AMD), which affects the retina (Supplementary Figure S1A), is a major cause of legal blindness in the elderly of industrialized countries (Wong et al., 2014). AMD can manifest as a dry (non-neovascular) or wet (neovascular) form. The late stage of dry AMD is called geographic atrophy. Wet AMD is characterized by abnormal growth of blood vessels and is classified as type 1, 2, or 3 based on the origin and location of neovascularization (Supplementary Figure S1B). In type 1 AMD, the new blood vessels grow from the choroidal vascular network and remain below the layer of retinal pigment epithelial cells (RPE), which underlies the neural retina and rests on Bruch’s membrane (BM) (Freund et al., 2008; Freund et al., 2010). In type 2 AMD, the neovessels from the choroidal network break the BM/RPE complex and gain access to subretinal space, i.e., the interface between the RPE and photoreceptor outer segments (Freund et al., 2008; Freund et al., 2010). In type 3 AMD, also called retinal angiomatous proliferation (RAP), the blood vessels proliferate within and below the retina with recent studies suggesting that they originate from the retinal circulation (Li et al., 2018; Spaide, 2018; Breazzano et al., 2020). However, these neovessels do not always reach the choroid, hence the accuracy of the term “choroidal neovascularization (CNV)” is debatable for type 3 AMD (Spaide, 2018).

Notable hallmarks of AMD include extracellular lesions called drusen and subretinal drusenoid deposits (SDDs), which differ in location relative to the RPE, association with AMD types as well as lipid, protein, and mineral content (Curcio et al., 2005; Rudolf et al., 2008; Wang et al., 2010; Curcio, 2018a; Curcio, 2018b; Li et al., 2018; Spaide, 2018). In particular, drusen are found between the RPE basal lamina (basement membrane) and the inner collagenous layer of BM, whereas SDDs are located on the opposite side of the RPE - between the RPE and photoreceptors (Curcio, 2018a). Drusen are associated with geographic atrophy as well as types 1 and 2 neovascular AMD, while SDDs are recognized risk factors for types 2 and 3 AMD (Curcio, 2018b; Li et al., 2018; Spaide, 2018). Strikingly, SDDs are precursor lesions in 90% of eyes with type 3 neovascularization, the latter representing ∼34% of newly diagnosed cases of neovascular AMD (Chen et al., 2016). The major components of drusen are free (unesterified) and esterified cholesterol with lipid-containing particles occupying 37%–44% of the druse volume (Curcio et al., 2005; Wang et al., 2010). In contrast, the major lipid component in SDD is unesterified cholesterol (Oak et al., 2014). Drusen contain lipids and proteins common to extracellular deposits found in AD. Common lipids include cholesterol (Mori et al., 2001; Curcio et al., 2005; Wang et al., 2010; Oak et al., 2014) and common proteins include amyloid β peptides (Aβ) (Mullins et al., 2000; Crabb et al., 2002; Johnson et al., 2002; Luibl et al., 2006; Hoh Kam et al., 2010; Wang et al., 2010), a hallmark of AD that, like AMD, strongly correlates with advanced age and the formation of deposits.

At present, there are no disease-modifying treatments either for AD or AMD as all current therapies mainly target symptoms. This laboratory is focused on CYP46A1 (cytochrome P450 46A1) as a therapeutic target, a CNS-specific enzyme which converts cholesterol to 24-hydroxycholesterol (24HC) (Lund et al., 1999). In the brain, CYP46A1 controls the main pathway for cholesterol elimination and turnover (Lutjohann et al., 1996; Lund et al., 2003). In the retina, where CYP46A1 is expressed in some neurons of the ganglion cell layer and inner nuclear layer (INL) as well as the RPE (Bretillon et al., 2007; Ramirez et al., 2008; Zheng et al., 2012), this enzyme is similarly critical for keeping cholesterol levels normal (Saadane et al., 2019). In addition, CYP46A1 was shown to be important for retinal vascular permeability and repression of proinflammatory genes in retinal macrophages/microglia (Saadane et al., 2014; Saadane et al., 2019).

We discovered that a small dose of the FDA-approved anti-HIV drug efavirenz (EFV) allosterically activated CYP46A1 in mouse brain (Mast et al., 2014), and that EFV treatment of 5XFAD mice, a model of rapid amyloidogenesis in AD (Oakley et al., 2006), led to multiple brain effects. Not only was there an increase in brain cholesterol elimination and turnover in EFV-treated 5XFAD mice, but animal performance in memory tasks was improved as well. Additionally, there were treatment paradigm-specific changes in the brain Aβ load, expression of the brain synaptic proteins, brain inflammatory markers, brain transcriptome, proteome, and phosphoproteome (Mast et al., 2017; Petrov et al., 2019a; Petrov et al., 2019b; Mast et al., 2021). Herein, we describe the results of our retinal evaluations of 5XFAD, which we previously characterized for the brain EFV effects. Some of these 5XFAD mice appeared to develop retinal vascular lesions, whose incidence and appearance were improved after EFV treatment. The data obtained are of direct clinical relevance as our clinical study of EFV in patients with AD (ClinicalTrials.gov Identifier: NCT03706885) showed the safety of small-dose EFV and CYP46A1 engagement in human brain. Thus, EFV should be safe to be investigated in patients with neovascular AMD.

## Materials and Methods

### Animals and Treatments

Female and male mice were from the same cohorts of animals, which were characterized previously for the EFV brain effects (Mast et al., 2017; Petrov et al., 2019a). These were transgenic 5XFAD mice on the B6SJL background (5XFAD^*Tg/0*^, stock No: 34840**,** the Jackson Laboratory, Bar Harbor, ME, United States), hemizygous for the mutant (K670N, M671L, I716V, V717I) human amyloid precursor protein 695 and mutant (M146L and L286V) human presenilin 1 (Oakley et al., 2006). Males were crossed with wild type B6SJL females (stock No: 100012**,** the Jackson Laboratory) and only the F1 generation of hemizygous animals was then used. EFV was administered in drinking water containing 0.0004% Tween 80 at a 0.1 mg/kg body weight/day dose either from 1 to 9 months of age (1st treatment) or from 3 to 9 months of age (2nd treatment), i.e., a time point (9 months) when the Aβ production starts to plateau in this model (Oakley et al., 2006). Mice were euthanized during the last day of EFV administration. Accordingly, animals were 9 months of age at the end of experiments. Retinal *in vivo* imaging was carried out a day or two before the euthanasia, and the retina and brain were isolated immediately after the euthanasia followed by tissue processing. Control animals received aqueous 0.0004% Tween 80 (Mast et al., 2017; Petrov et al., 2019a). All animals were free of the *Crb1* ^*rd8*^ and *Pde6b* ^*rd1*^ mutations as confirmed by genotyping for these mutations as well as spectral-domain optical coherence tomography (SD-OCT) showing the lack of mutation-specific retinal lesions. *Crb1* ^*rd8*^ was never detected in our colony, and *Pde6b* ^*rd1*^ was bread out before animal crossing. Mice were maintained in a temperature and humidity-controlled environment with 12 h light/12 h dark cycle in cages with water and food *ad libitum*. All animal experiments were approved by the Case Western Reserve University’s Institutional Animal Care and Use Committee and conformed to recommendations by the American Veterinary Association Panel on Euthanasia.

### Retinal *In Vivo* Imaging

Retinal imaging by SD-OCT and fluorescein angiography (FA) was carried out as described (Omarova et al., 2012; Saadane et al., 2014). An Envisu R2200 UHR OCT imaging system (Leica Bioptigen, Morrisville, NC, United States) and a scanning laser ophthalmoscope (Spectralis HRA + OCT, Heidelberg Engineering, Franklin, MA, United States) were used, respectively, for each imaging modality. Images for FA were acquired after a bolus (0.1 ml) intraperitoneal injection of 1.0% sodium fluorescein (Akorn Inc., Lake Forest, IL, United States, #17478-250-20) in phosphate buffer saline (PBS).

### Retinal Sterol Measurements

These were as described (Mast et al., 2011; Saadane et al., 2014) using individual or pooled samples of retina plus RPE and isotope dilution gas chromatography-mass spectroscopy. The internal standards were deuterated sterol analogs. The quantifications were of total cholesterol (a sum of esterified and unesterified cholesterol) and of unesterified other sterols.

### Transmission Electron Microscopy

The posterior part of the eye was processed as described using the OTAP (osmium-tannic acid-para-phenylenediamine) technique (El-Darzi et al., 2021b). Briefly, the tissue was first fixed in a quarter strength of Karnovsky’s fixative (4% paraformaldehyde and 5% glutaraldehyde in 0.1 M Na cacodylate, pH 7.4) and then sequentially postfixed in 3% glutaraldehyde in 0.1 M Na cacodylate buffer, pH 7.4; 1% OsO_4_ in 0.1 M Na cacodylate buffer, pH 7.4; 1% tannic acid in 0.05 M Na cacodylate, pH 7.4; and 1% para-phenylenediamine in 70% ethanol. Thick (0.5 μM) sections were stained with toluidine blue (Electron Microscopy Sciences, Hatfield, PA, United States, #22050), and thin sections (70–80 nm) were stained with uranyl acetate (Electron Microscopy Sciences, #22400) and lead salts: acetate (Fisher Scientific, Waltham, MA, United States, #6080-56-4), nitrate (Mallinckrodt Chemicals, Phillipsburg, NJ, United States, #10099-74-8), and citrate (Fisher Scientific, #0-3372). Thin sections were examined by a 1200EX transmission electron microscope (JEOL Ltd., Japan).

### Histochemistry and Immunohistochemistry

The preparation of frozen sections and subsequent stains with filipin (Cayman Chemical, Ann Arbor, MI, United States, #70440), isolectin GS-IB4 conjugated to Alexa Fluor-594 (Invitrogen, Waltham, MA, United States, #121413), Oil Red O (StatLab, McKinney, TX, United States, #KTORO), Thioflavin S (MilliporeSigma, Burlington, MA, United States, #T1892) and rabbit polyclonal anti-Iba1 antibody (Wako, Richmond, VA, United States, #019-1974, 1:250 dilution) were as described (Omarova et al., 2012; Zheng et al., 2012; Saadane et al., 2014; Mast et al., 2017; El-Darzi et al., 2021a), except the incubation time for the Oil Red O binding was 17 min at 60°C. For vimentin staining, frozen retinal sections were blocked for 1 h at room temperature with 5% normal goat serum (Life Technologies, Frederick, MD, United States, PCN5000) and 0.05% Tween 20 (Fisher Scientific, Fair Lawn, NJ, United States, #BP337-500). Sections were then incubated overnight at 4°C with rabbit monoclonal anti-vimentin antibody (Abcam, Waltham, MA, United States, ab92547, 1:1,000 dilution) in PBS containing 5% normal goat serum and 0.05% Tween 20. The next morning, slides were washed three times for 5 min with PBS containing 0.05% Tween 20 and incubated for 1 h in the dark at room temperature with Alexa Fluor 647–conjugated goat anti-rabbit IgG (Jackson ImmunoResearch, West Grove, PA, United States; #111-605-144, 1:200 dilution) in blocking buffer. Sections were washed three times for 5 min with PBS, then dipped in distilled water, covered with DAPI Fluoromount-G (SouthernBiotech, Birmingham, AL, United States, #0100-20), and protected with a glass coverslip. For Aβ staining, brain and retinal frozen sections were warmed to room temperature and washed three times for 5 min with PBS. Brain sections were then subjected to antigen retrieval by 88% aqueous formic acid for 3 min at room temperature followed by a three-time (for 5 min) PBS wash; no antigen retrieval was carried out for retinal sections. Sections were then blocked for 1 h at room temperature with 5% normal goat serum and 0.3% Triton X-100 (Sigma Life Sciences, St. Louis, MO, United States, 9002-93-1) and incubated overnight at 4°C with the D54D2 XP rabbit monoclonal antibody Alexa Fluor 647 Conjugate (Cell Signaling Technology, Danvers, MA, United States #42284, 1:50 dilution) in PBS containing 1% bovine serum albumin (Sigma Life Sciences, St. Louis, MO, United States, A2153) and 0.3% Triton X-100. The next morning, slides were washed three times for 5 min with PBS, then dipped in distilled water, covered with DAPI Fluoromount-G, and protected with a glass coverslip.

### Retinal RNAseq

This was conducted by BGI Americas (Cambridge, MA, United States) as described (Jiang et al., 2019; Zhou et al., 2020) on three biological replicates per group, each representing a pooled sample of one retina plus RPE from five to six 9-month old 5XFAD male mice after the 2nd treatment (Petrov et al., 2019a). Briefly, total RNA was extracted by Trizol (Invitrogen, #15596026, Waltham, MA, United States) according to the manufacturer’s instructions. The RNA quality and quantity was assessed by a Nano Drop and Agilent 2100 bioanalyzer (Thermo Fisher Scientific, Waltham, MA, United States). The RNA was fragmented and reverse transcribed using random primers to obtain cDNA and construct the library. Library sequencing was carried out on the BGISEQ-300 platform with a sequencing depth of at least 30 million reads for each sample. The sequencing reads were filtered to obtain clean reads, which were stored in the FASTQ format. The Bowtie2 (v2.2.5) software was used to align clean reads to the mouse reference genome (UCSmm10). Gene expression was quantified by the Expectation Maximization (RSEM, v1.2.12) program and normalized to fragments per kilobase of exon model per million mapped reads (FPKM). The threshold for significant differential expression was based on the Poisson distribution with a fold change of ≥1.07 and a *p* value of ≤ 0.05.

### Retinal Proteomics

The label-free approach was used as described (Saadane et al., 2018) and was carried out by the Proteomics and Small Molecule Mass Spectrometry Core at Case Western Reserve University (Cleveland, OH, United States). Three biological replicates per genotype, each representing a pooled sample of one retina plus RPE from five to six 9-month-old 5XFAD male mice after the 2nd treatment (Petrov et al., 2019a) were used. Differences in relative protein abundance were calculated by the PEAKS software (Bioinformatics Solutions Inc. Waterloo, ON, Canada) based on unique peptides (Zhang et al., 2012). Proteins with non-significant changes (*p* > 0.05) in abundance between the groups were excluded from the subsequent analysis as were the proteins with less than 1.1-fold change in the relative abundance, even if this change was significant.

### Exome Sequencing and Variant Annotation

Exome sequencing was conducted by BGI Americas (Cambridge, MA, United States) as described (Banerjee et al., 2021) using genomic DNA prepared from liver samples using the QIAmp DNA Kit (#56304, Qiagen, Germany). An average of 87.1 million sequencing reads were obtained per sample (range: 56.6–103.2 million reads), and of them, an average of 92.9% of the sequencing reads had a quality score > Q30. The data for each sample were aligned to the mouse reference genome (mm10) using Burrows-Wheeler Aligner software (Li and Durbin, 2009; Li and Durbin, 2010) v0.7.15. All genomic variations, including SNPs and Indels (insertions and deletions) were detected by the HaplotypeCaller of the GATK (v3.6) software and using GATK best practices (Mckenna et al., 2010; Depristo et al., 2011). Then, the SnpEff tool was applied for variant annotation (Cingolani et al., 2012).

### Statistical Analyses

Data from all available retinas were used. There was no exclusion of statistical outliers. The sample size (n) and statistical analysis are indicated in each table/figure or table/figure legend. At least three animals per group were used. Only in the case of EFV-treated 5XFAD mice, studies by Transmission Electron Microscopy (TEM) and histo-/immunohistochemistry are representative of one randomly selected animal as a total of three animals with vascular lesions were found. Hence, we could allocate only one eye for each specific analysis to be able to characterize the retina by other methods. Data were analyzed either by Fisher’s exact two-tailed test or a two-tailed, unpaired Student’s *t*-test. The GraphPad Prism software (GraphPad) was used. Statistical significance was defined as ∗∗*p* ≤ 0.01 and ∗∗∗*p* ≤ 0.001.

## Results

### Retinal *In Vivo* Imaging

Two cohorts of 5XFAD mice were evaluated (Table 1). Both received the same EFV dose (0.1 mg/day/kg of body weight) but had a different treatment duration: from 1 to 9 months of age in the 1st treatment and from 3 to 9 months of age in the 2nd treatment (Mast et al., 2017; Petrov et al., 2019a). SD-OCT revealed that 43% and 31% of control 5XFAD mice had a retinal structural abnormality (Figure 1) in the 1st and 2nd treatments, respectively (or 35% of mice in both treatments), mostly unilateral and mostly in one area superior to the optic nerve. This abnormality represented a focal elevation of the RPE and was filled with hyperreflective material.

**TABLE 1:** EFV treatment reduces the incidence of retinal lesions in 5XFAD mice.

Mouse inventory	1st treatment		2nd treatment		Total	
	Control	EFV-treated	Control	EFV-treated	Control	EFV-treated
Total number of mice	14 (14F^a^)	14 (10F + 4M^b^)	26 (9F + 17M)	34 (8F + 26M)	40 (23F + 17M)	48 (18F + 30M)
The number of affected mice	6 (6F)	1 (1M)	8 (2F + 6M)	2 (1F + 1M)	14 (8F + 6M)	3 (1F + 2M)
% of affected mice	43	7	31	6	35	6
*p* value^c^	0.08		0.01		0.0009	

There does not seem to be sex-based predilection of retinal pathology in 5XFAD mice as suggested by a similar % of pathology incidence in the groups of mice with very different female to male ratios (e.g., control or EFV-treated mice in the 1st and 2nd tretaments).

a Female mice.

b Male mice.

c As calculated by Fisher’s exact two-tailed test.

**FIGURE 1:**
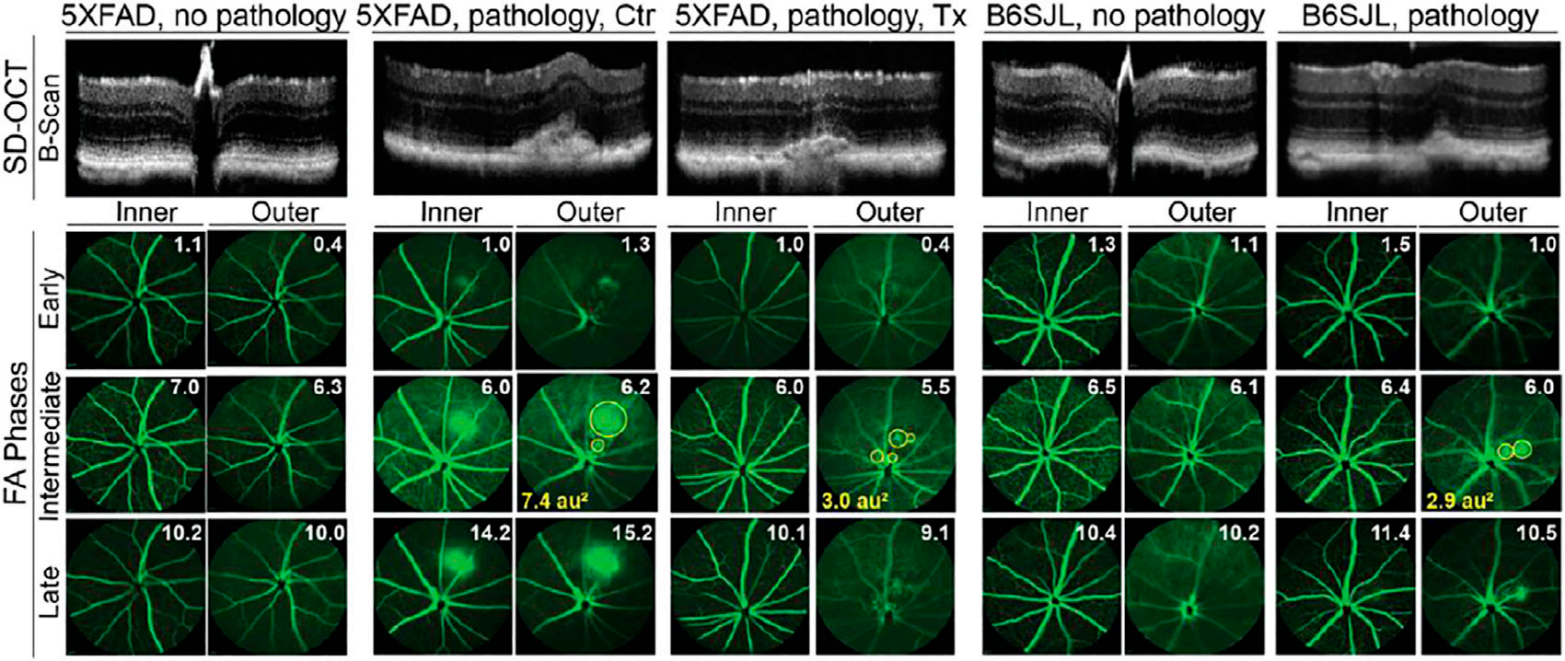
*In vivo* imaging of mouse retina. The spectral domain-optical coherence tomography (SD-OCT) panel shows retinal cross sections. Images are representative of 35 female and 27 male 5XFAD mice with no pathology [control (Ctr) and EFV-treated (Tx)]; eight female and six male control 5XFAD mice with pathology; 80 female and 104 male B6SJL mice with no pathology; and 10 female and 11 male B6SJL mice with pathology. B6SJL mice were used for the generation of hemizygous 5XFAD mice. The image of the EFV-treated mouse with pathology shows one (male mouse from the 1st treatment) of the two animals with the most pronounced EFV effect. The FA panel shows an early, intermediate, and late-stage fundus fluorescence (from top to bottom) as defined by the post-injection time of image acquisition (shown in minutes as white numbers in the upper right corner of each panel). Fluorescein leakage in the outer retina is outlined in the intermediate FA phase with yellow circles, and the circle area is calculated in arbitrary units (au) and shown in the lower left corner. The laser beam was focused on either the outer retina or inner retina, which are nourished by the retinal and choroidal vascular networks, respectively. The same animal was used for acquisition of SD-OCT and FA images. No sex-based differences were detected for pathology appearance on SD-OCT and FA.

Next, we evaluated control 5XFAD mice by FA and imaging the retina at early, intermediate, and late FA phases (Figure 1). Fluorescein leakage was evident in this group in both early and late phases of the angiogram and was associated with the lesion on SD-OCT. The FA pattern was consistent with type 2 CNV in some mice or RAP leading to retinal-choroidal anastomosis (RCA) in other animals (Querques et al., 2012).

The assessment of EFV-treated 5XFAD mice (Figure 1), which were the littermates of the control mice, revelated that the incidence of retinal lesions in this group was much lower, 7% (*p* = 0.08) and 6% (*p* = 0.01) in the 1st and 2nd treatments, respectively, and 6% (*p* = 0.0009), if both treatments were combined. Notably, in the treated group, only three animals had retinal pathologies (Table 1). In two mice, the lesion size on SD-OCT and FA leakage were smaller as compared to the control group (Figure 1), and in one mouse, these pathologies were similar to those in untreated 5XFAD mice.

Previous studies of 5XFAD mice by others did not report retinal vascular lesions (Park et al., 2014; Parthasarathy et al., 2015; Park et al., 2017). Hence, we hypothesized that the detected pathology was genetically determined, i.e., was inherited from B6SJL female mice that were used for the generation of the hemizygous 5XFAD mice (see Materials and Methods). Indeed, screening by SD-OCT and then FA identified B6SJL mice, both males and females, with lesions looking similar to those in 5XFAD mice (Figure 1). Yet the lesion size was mostly smaller on SD-OCT and vascular leakage was not as prominent in the inner retina as in control 5XFAD mice.

### Sterol Profile in 5XFAD Mice

To ascertain whether the beneficial EFV treatment effect could be linked to CYP46A1 activation and enhanced cholesterol turnover in the retina as it was in the brain of 5XFAD mice (Mast et al., 2017; Petrov et al., 2019a), six retinal sterols were quantified. These were cholesterol, two cholesterol precursors and markers of cholesterol biosynthesis in neurons (lathosterol) and astrocytes (desmosterol) (Nieweg et al., 2009; Mast et al., 2018), and three cholesterol metabolites, which are generated by CYP46A1 (24HC) and CYP27A1 [5-cholestenoic acid (27COOH) and 7α-hydroxy-3-oxo-4-cholestenoic acid (7HCA)], another cholesterol-metabolizing P450 in the retina (Lee et al., 2006; Omarova et al., 2012). Like in the brain of EFV-treated 5XFAD mice, retinal levels of total (free and esterified) cholesterol remained unchanged, whereas the 24HC and lathosterol levels were increased (Figure 2). This pattern of sterol changes was consistent with CYP46A1 activation in the retina and enhancement of retinal cholesterol turnover, as both retinal cholesterol biosynthesis and elimination were increased.

**FIGURE 2:**
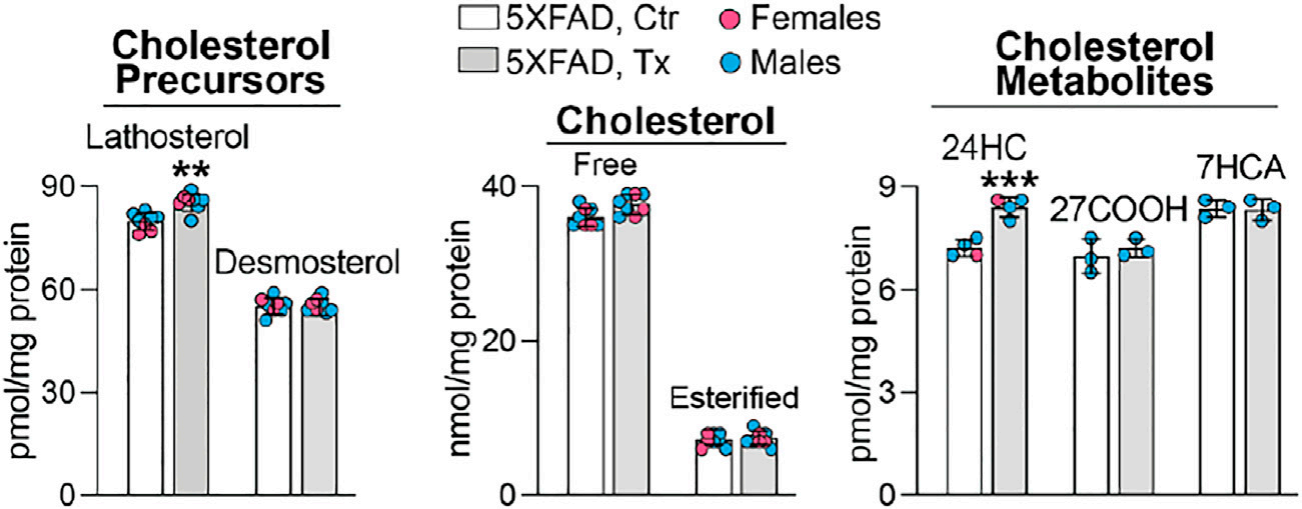
EFV effect on retinal sterol content in 5XFAD mice. Data represent the mean ±SD of the measurements either in individual retinas (lathosterol, desmosterol, and cholesterol: three females and five males) or in pooled retinas from 3 to 4 animals (24HC: one female and three male samples; and 27COOH and 7HCA: three male samples). No treatment or sex-based differences were detected. 24HC, 24-hydroxycholesterol; 27COOH, 5-cholestenoic acid; 7HCA, 7α-hydroxy-3-oxo-4-cholestenoic acid. Statistical significance was assessed by a two-tailed, unpaired Student’s *t*-test. **, *p* ≤ 0.01; ***, *p* ≤ 0.001.

### Retinal Ultrastructure in the Lesion Area

Studies by TEM utilizing a lipid preservation technique (OTAP, see Materials and Methods) were carried out. In control 5XFAD retina, the area of vascular leakage had electron dense deposits both inside and outside the RPE (subretinally) (Figure 3A). However, in the EFV-treated 5XFAD retina, only deposit remnants were found, which confined subretinally (Figure 3B). These deposits were granulated and not as well defined or electron dense as in the control 5XFAD mouse. Deposits were also present in the lesion-containing B6SJL retina, mainly inside the RPE in proxy to the blood vessel, which normally should not be present in the RPE (Figure 3C). The RPE and BM below this blood vessel were intact, possibly because this blood vessel grew from the retinal circulation. Notably, the basement membrane of this abnormal blood vessel was very thick and seemed to be enriched with banded material resembling long spacing collagen as were adjacent deposits. A similar looking banded material is found in early basal laminar deposits in human aging RPE (Curcio and Millican, 1999; Sarks et al., 2007). Thus, neovascularization was correlated to deposits in the 5XFAD and B6SJL retina, and EFV treatment reduced the deposit size in the 5XFAD mouse. Yet, deposit location and appearance were not identical in the 5XFAD and B6SJL genotypes, possibly because the former was previously reported to accumulate intracellular Aβ in the RPE (Park et al., 2014; Park et al., 2017). Hence, we proceeded to investigate how Aβ plaques were distributed in the retina of different groups of mice.

**FIGURE 3:**
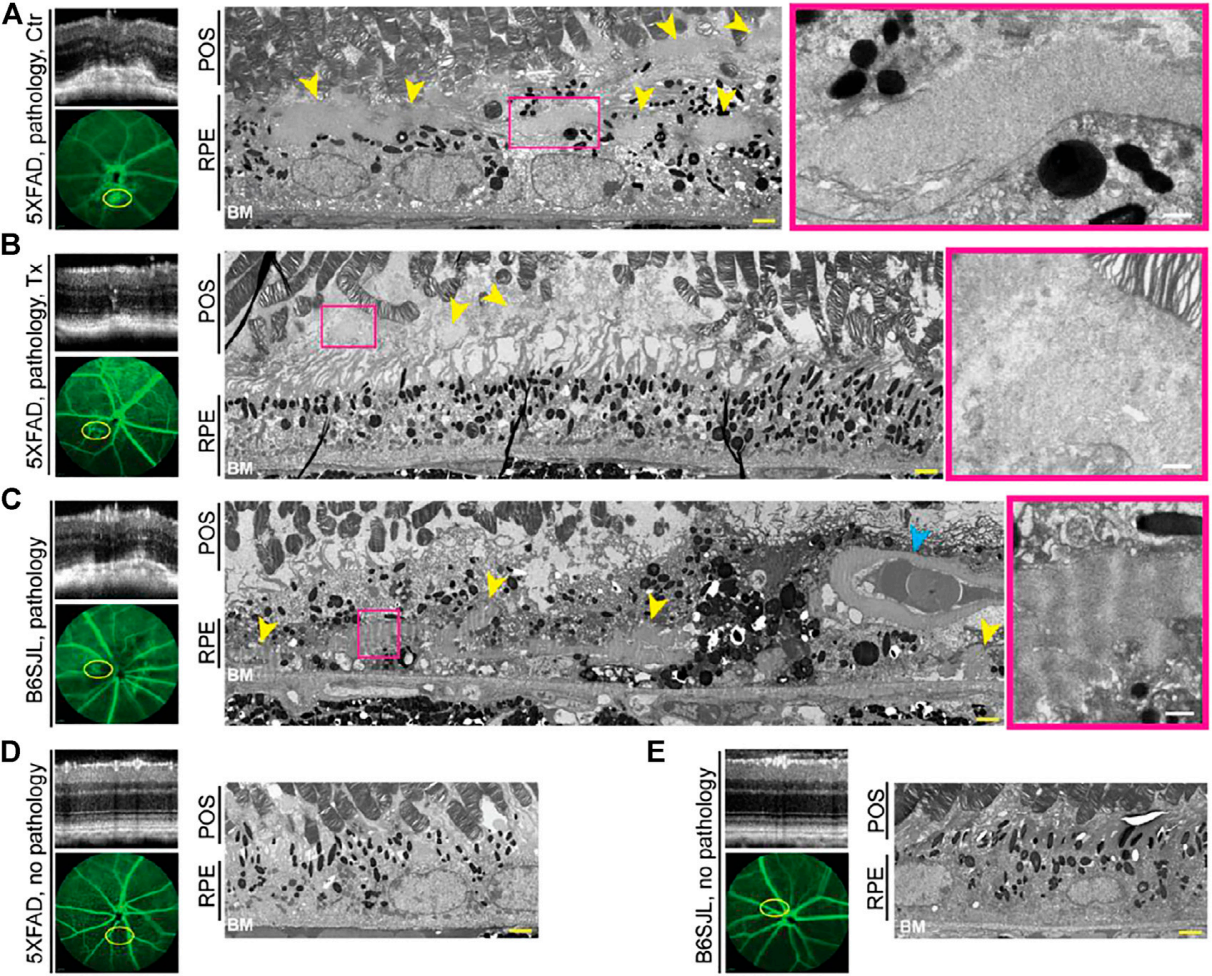
EFV effect on retinal deposits in 5XFAD mice **(A,B)**. Deposits in B6SJL mice **(C)** and retinal appearance in lesion-free 5XFAD **(D)** and B6SJL mice **(E)** are shown for comparison. Areas with or without pathology on SD-OCT (top left panels) were correlated to FA (intermediate phase, yellow ovals, left bottom panels) and tissue ultrastructure on TEM (two right panels). The same animal was used for acquisition of all the images in each panel. Images are representative of one randomly selected animal from each group. Yellow arrowheads denote deposits; cyan arrowhead denotes the abnormal blood vessel within the retinal pigment epithelium (RPE); and magenta rectangles outline a part of the retinal deposit that is shown at a higher magnification. POS, the photoreceptor outer segments; BM, Bruch’s membrane. Yellow scale bars are 2 μm; white scale bars are 0.5 μm.

### Amyloid β Peptides Plaques in Lesion-Free and Lesion-Containing Retinas

Stains with Thioflavin S and the D54D2 antibody were carried out. Thioflavin S binds to β sheet-rich structures and visualizes amyloid dense-core plaques observed in the later stages of AD (Dickson, 1997), whereas the D54D2 antibody interacts with Aβ peptides and detects amyloid diffuse-core plaques prevalent in the preclinical stages of the disease (Rozemuller et al., 1989). As compared to the 5XFAD brain, where both stains documented a significant Aβ load (Figure 4A), the abundance of Aβ plaques in the retina was much lower (Figures 4B,D,E). Aβ plaques were only detected with the D54D2 antibody and only in the 5XFAD retina (lesion-free and lesion-affected) as well as the lesion-affected B6SJL retina. There was no D54D2 immunoreactivity in the normal B6SJL retina (Figure 4C). Comparing the lesion-containing vs. lesion-free retinas, Aβ plaques were more abundant in the former in both 5XFAD and B6SJL retinas, where they were mainly found in the RPE and underlying choroid (Figures 4B,D) as well as in the subretinal space (Figures 4D,E). Thus, consistent with the 5XFAD genotype, retinal abundance of Aβ plaques was higher in 5XFAD mice than in B6SJL mice (with or without retinal lesions). Therefore, it is plausible that an increased Aβ load in the 5XFAD retina could modify the content of deposits in the lesion-containing regions and therefore exacerbate the frequency and manifestations of vascular lesions inherited from B6SJL mice. In addition, Aβ deposits could affect the integrity of the outer blood-retinal barrier as demonstrated previously in 5XFAD mice (Park et al., 2017), and thus facilitate the blood vessel growth through the BM/RPE complex.

**FIGURE 4:**
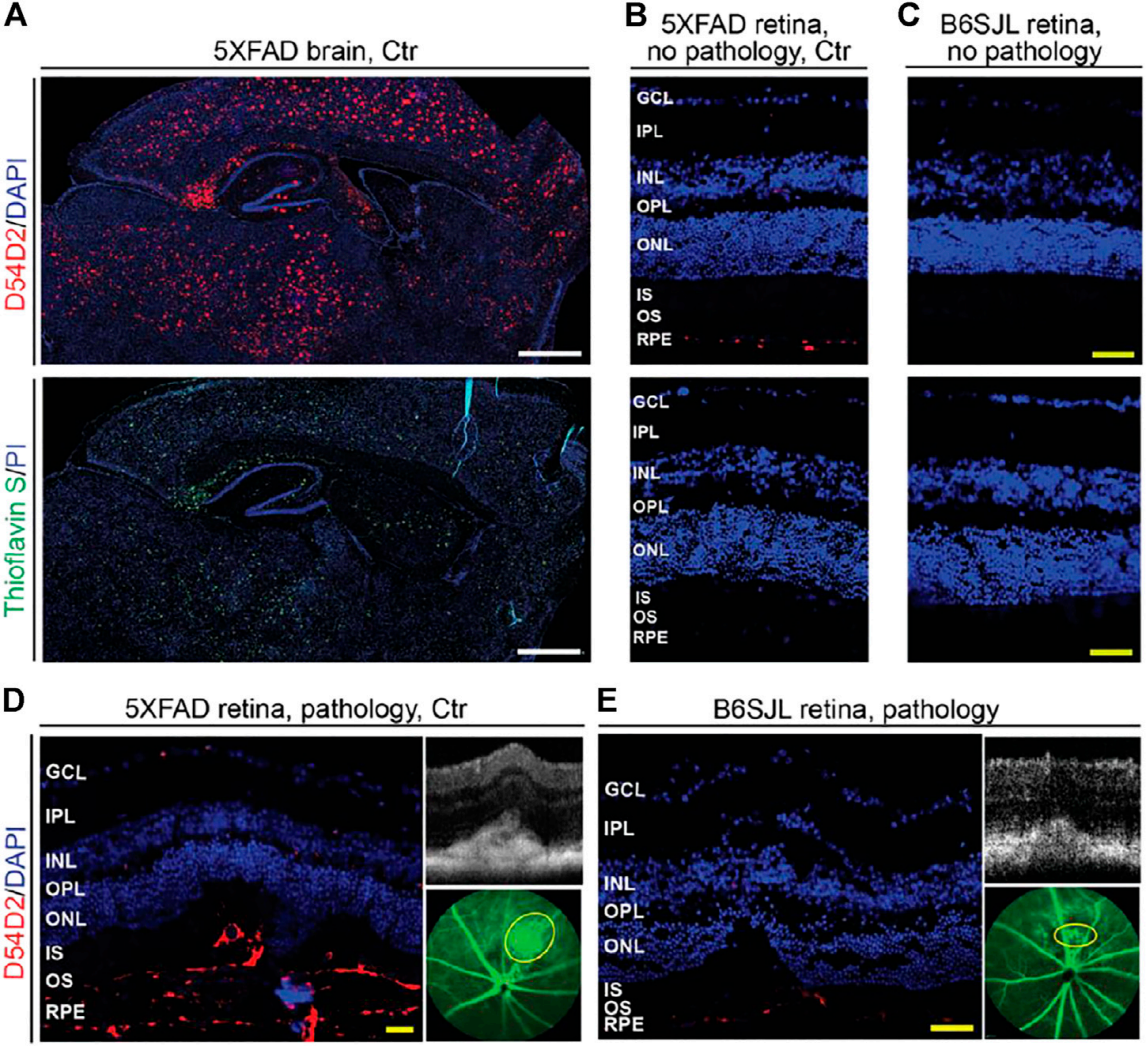
Aβ plaques in the brain **(A)** and retina **(B–E)** of 9-month old mice. Images are representative of 3 mice per group/panel. Nuclei were stained with DAPI or propidium iodide (PI); the latter was falsely colored in blue. **(D,E)** areas of pathology on SD-OCT (right top panels) were correlated to fluorescein angiography (intermediate phase, yellow ovals, right bottom panels) and then histology (left panels) for subsequent immunostaining with the D54D2 antibody; the same animal was used for acquisition of all the images. GCL, the ganglion cell layer; IPL, the inner plexiform layer; INL, the inner nuclear layer; OPL, the outer plexiform layer; ONL, the outer nuclear layer; IS, the photoreceptor inner segments; OS, the photoreceptor outer segments; RPE, the retinal pigment epithelium. White scale bars are 1,000 μm; yellow scale bars are 50 μm.

### Lipid Deposition in the Lesion Area

To gain insights into the pathological processes in the retinal lesion area (Figures 5A–C), several markers were used, including those for lipids (filipin and Oil Red O), as lipids are significant components of drusen and subretinal drusenoid deposits (Curcio et al., 2005; Wang et al., 2010; Oak et al., 2014). Lipid histology was then correlated to retinal morphology either on the same or adjacent retinal sections stained with H&E.

**FIGURE 5:**
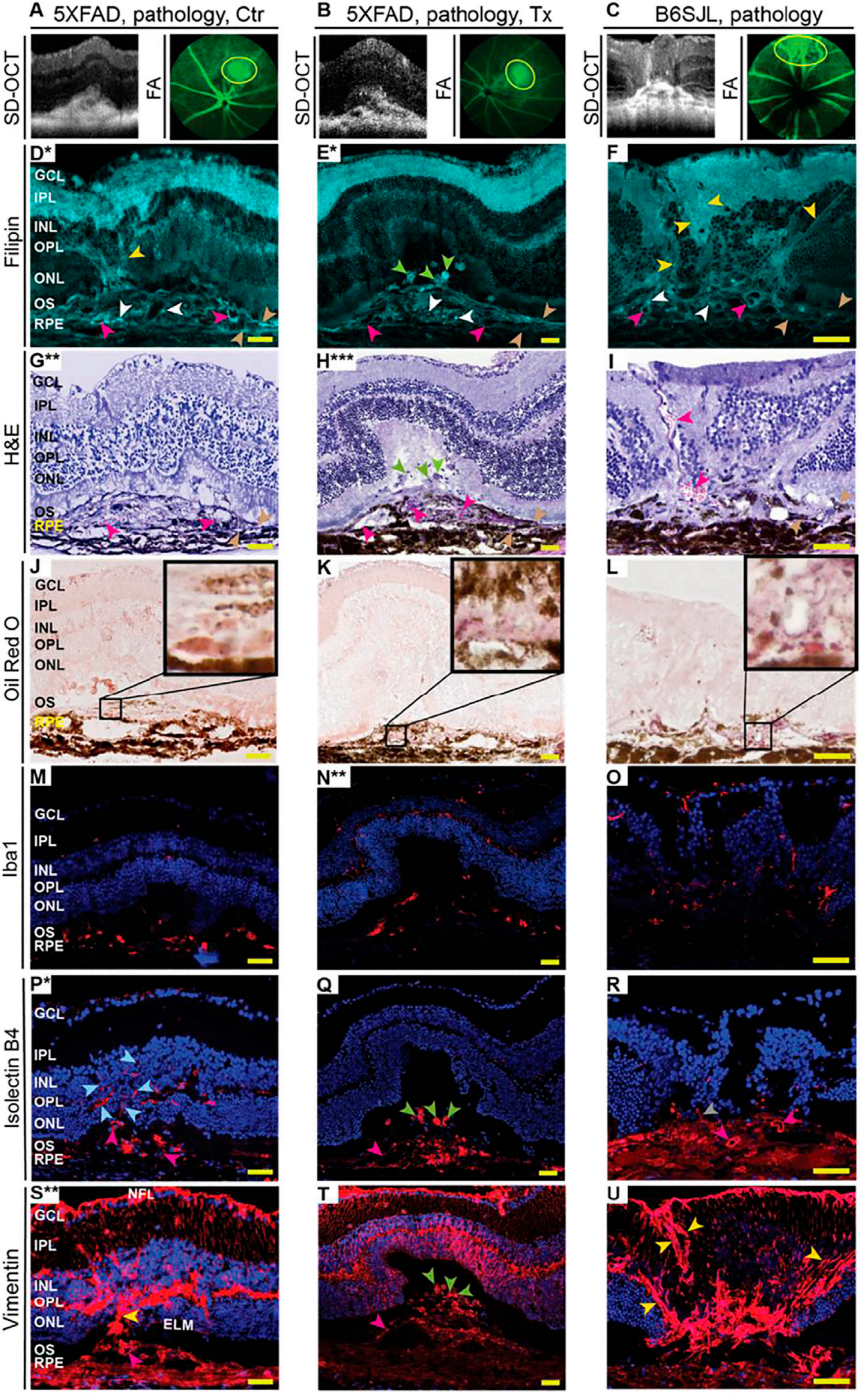
EFV effect on pathological processes in the retina in the lesion area. **(A**–**C)** Lesions on SD-OCT and fluorescein angiography (FA) were mapped on the retina, and the lesion area was then used for the generation of retinal cross sections and different types of stainings **(D**–**U)**. Serial sections from the same animal were used within each group of mice (each column). Due to the small size (0.05–0.1 mm), only a limited number of retinal serial sections (up to 10) could be cut through the lesion area. Therefore, only selected markers were assessed despite some sections being used two or even three times. Asterisks indicate sections (*) that were stained for the 2nd (**) or 3rd (***) time. Colored arrowheads denote some of the cell processes that were simultaneously filipin- and vimentin-positive (yellow); focal cholesterol deposits (white); blood vessels (magenta); the fragments of the apical and basal RPE membranes (wheat); filipin-, isolectin B4-, and vimentin-positive round structures in subretinal region (green); anastomosing blood vessels (light blue); and angiogenic sprout (grey). Images are representative of at least three mice per group/panel in the case of control 5XFAD mice and B6SJL mice and one animal in the case of the efavirenz-treated group. Nuclei were stained with DAPI or propidium iodide, and the latter was then falsely colored in blue. Scale bars are 50 μm.

Filipin binds to the 3β-hydroxyl group of unesterified cholesterol and labels all retinal layers but with different levels of intensity (Curcio et al., 2009; Pikuleva and Curcio, 2014). In the lesion area of control 5XFAD mice (Figure 5D), bright, focal filipin fluorescence was detected within the RPE disrupted by neovascularization, where the dye labeled fragments of the apical and basal RPE membranes, small cholesterol deposits, and the inner surface of some of the proliferating blood vessels. In addition, filipin stained cell processes that likely guided or served as a scaffold for the proliferating blood vessels from the deep capillary plexus (outer plexiform layer, OPL) toward the RPE. However, in the lesion area of EFV-treated 5XFAD mice (Figure 5E), the filipin labeling of the RPE basal and apical membrane fragments was less pronounced, focal cholesterol deposits were smaller in size, and the inner surface of the blood vessels within the RPE was not stained with filipin. Rather, there were several large and round filipin-positive structures in the subretinal space. In the lesion area of B6SJL mice (Figure 5F), the filipin staining pattern was similar to that of control 5XFAD mice as both focal cholesterol deposits, the inner surface of some of the blood vessels, and cell processes guiding the proliferating blood vessels were stained, although the latter also extended from the nerve fiber layer toward the INL. Filipin staining of these cell processes was not as clear as those originating from the OPL as it was confounded by the bright filipin fluorescence in the inner plexiform layer. The staining of the RPE plasma membranes was not intense as well as in the control 5XFAD retina.

Oil Red O binds to esterified cholesterol, triacylglycerides, free fatty acids, and retinyl esters (Malek et al., 2003; Oak et al., 2014), and, like filipin, stains all retinal layers but with different levels of intensity. Only very small regions (possibly lipid lakes in control 5XFAD retina and lipid droplets in B6SJL retina) were intensively labeled with Oil Red O in the lesion area in all animal groups (Figures 5J–L). The shape, size, and location of these intensively labeled regions varied within the group and between the groups, thus making comparisons difficult. The only notable difference was that EFV-treated 5XFAD mice were the only group in which Oil Red O-positive lipids formed clusters of small droplets (Figure 5K), and putative lipid lakes (control 5XFAD retina, Figure 5J) or large lipid droplets (B6SJL retina, Figure 5L), were not found. Thus, both filipin and Oil Red O stains identified focal lipid deposits in the lesion area in all groups of mice and suggested that these deposits are reduced after EFV treatment. In addition, filipin labeled round structures in the subretinal region of EFV-treated 5XFAD mice, which were absent in the other two groups of mice.

### Inflammation and Neovascularization in the Lesion Area

These processes were assessed by stainings for Iba1, vascular endothelial cells, and vimentin. Iba1 (ionized calcium-binding adaptor molecule 1) is specific for both resting and activated macrophages/microglia cells (Santos et al., 2008), simultaneously immune and angiogenic effector cells in the retina (Checchin et al., 2006; Rathnasamy et al., 2019). Indeed, upon activation, macrophages/microglia start to secrete proinflammatory cytokines and chemokines as well as pro-angiogenic factors, which elicit retinal inflammation and angiogenesis, respectively (Checchin et al., 2006; Rathnasamy et al., 2019). In control 5XFAD mice, 75% or 33 Iba1-positive cells had an amoeboid morphology, i.e., were activated, and were present in the region of the RPE disrupted by neovascularization (Figure 5M). Yet, in EFV-treated 5XFAD mice, only 24% or 18 Iba1-positive cells were activated and were mostly found below the photoreceptors along with the resting (ramified) Iba-positive cells (Figure 5N). Resting Iba1-positive cells were also present in the inner retina and OPL. Similar to EFV-treated mice, B6SJL mice had Iba-positive cells in almost every retinal layer (Figure 5O), and of them, 10% or 5 cells were activated (mostly present in the subretinal region). Thus, EFV-treatment seemed to reduce macrophage/microglia activation in 5XFAD mice, which could contribute in part to a reduction of neovascularization in this group.

Vascular endothelial cells were stained with isolectin B4, a carbohydrate-binding protein, which can also label some other cell types including activated microglia (Campos et al., 2006; Ernst and Christie, 2006; Tual-Chalot et al., 2013). Staining with isolectin B4 outlined the interior of some of the blood vessels in all three groups of mice and traced some of the retinal blood vessels, including the proliferating ones, in control 5XFAD mice as well as the angiogenic sprout in B6SJL mice (Figures 5P–R). Yet, we could not detect RAP in EFV-treated mice, rather we found that isolectin B4 labeled the round structures in the subretinal space in EFV-treated mice that were also stained with filipin (Figures 5E,Q). The shape of these structures did not resemble either endothelial or microglial cells and hence could represent the blood vessel remnants. We hypothesize that these structures could reflect reverse neovascularization or neovascularization regression as there were no isolectin B4-positive cells in the ONL of these mice, which were present in control 5XFAD and B6SJL mice. Thus, the isolectin B4 staining was consistent with RAP in some control 5XFAD and B6SJL mice and its absence in EFV-treated mice.

Vimentin (an intermediate filament protein) is a marker of mesenchymal-derived cells (e.g., fibroblasts and endothelial cells) as well as cells undergoing epithelial-mesenchymal or endothelial-mesenchymal transitions (Liu et al., 2015; Evrard et al., 2016; Piera-Velazquez and Jimenez, 2019), which play key roles in the pathogenesis of subretinal fibrosis, the end-stage of AMD (Shu et al., 2020). In the retina, vimentin is a cytoskeletal component in Muller and horizontal cells, astrocytes, and the walls of some blood vessels (Pérez-Álvarez et al., 2008). Staining for vimentin identified cell processes in all three groups of mice that were crossing the retina from the nerve fiber layer to the external limiting membrane and were likely from Muller cells (Figures 5S–U). Additionally, in control 5XFAD and B6SJL mice, there were cell processes that were both vimentin- and filipin-positive and that extended from the OPL towards the RPE. Plus in B6SJL mice, vimentin- and filipin-positive cell processers also extended from the nerve fiber layer toward the INL. Moreover, in one case, a vimentin- and filipin-positive cell process was clearly along the anastomosing blood vessel (Figures 5F,I,U).

Conversely, in EFV-treated 5XFAD mice, vimentin immunoreactivity in cell processes other than those from Muller cells was not apparent (Figure 5T). Rather, vimentin was detected in round structures in the subretinal space, some of which were stained with filipin and isolectin B, a finding which provides further support for our hypothesis about anastomosis regression and blood vessel remnants in subretinal space. As for the disrupted RPE region and underlying choroid, both had strong vimentin immunoreactivity in control 5XFAD and B6SJL mice but a weaker immunoreactivity in EFV-treated 5XFAD mice. This immunoreactivity could be due to the fibroblast staining and epithelial-mesenchymal or endothelial-mesenchymal transitions. Thus, the vimentin staining pattern was similar in control 5XFAD and B6SJL mice and different (except the Muller cells labeling) in EFV-treated mice. The data obtained suggested that vimentin is present in the cells involved in RAP, and that RCA could be absent in EFV-treated mice.

### Retinal Multiomics

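Retinal RNAseq compared control and EFV-treated 5XFAD mice, a transgenic model of Alzheimer's disease, at the end of the 2nd treatment, which lasted from 3 to 9 months of age. Each group had 3 libraries, and each library was made from a pool of retinas plus RPE of 5 to 6 mice, which the paper describes as male, so the spread between libraries is a spread between pools. The paper gives the EFV dose as 0.1 mg/kg of body weight per day, and the sample labels give 0.08 mg/kg; the paper's dose is used here. The authors aligned the filtered reads to the mouse genome (mm10) with Bowtie2 v2.2.5, estimated the expected count of each gene with RSEM v1.2.12, which divides reads that map to several genes among them, and deposited the expected counts and the FPKM of each library. The paper describes cDNA synthesis with random primers, whereas the labels describe a selection of polyadenylated RNA. The expected counts, rounded to whole numbers, summed to 24590278, 23455167 and 24337444 in control libraries 1, 2 and 3 and to 24487218, 24360060 and 24160101 in EFV libraries 1, 2 and 3 (medians 24337444 and 24360060). The paper states its depth in reads sequenced per sample; the values here use the counts assigned to genes. Genes with at least 10 counts in at least 3 of the 6 libraries were tested with the quasi-likelihood test of edgeR after TMM scaling, whose factors lay between 0.984 and 1.01, with Benjamini-Hochberg (BH) adjustment over all genes tested. The biological coefficient of variation between pools was 0.0983. Counts of every pair of libraries differed by more than the sampling noise (chi-square per degree of freedom from 5.47 to 13.7), so no library was a repeat of another, and control library 3 was the farthest from the others, with values of 11.2 or more against each of them.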

To gain unbiased insights into the processes in the retina that could be affected by EFV treatment, two omics approaches were used (transcriptomics and proteomics) to compare the retinas of EFV-treated and control 5XFAD mice. Retinal RNAseq identified almost 19,000 genes expressed in both groups of mice (18,964 in control and 18,872 in EFV-treated group), and of them, 221 had a statistically significant change in the expression after EFV treatment. Of these 221 differentially expressed genes (DEGs), 120 were downregulated and 101 were upregulated in EFV-treated vs. control 5XFAD mice (Supplementary Table S1). 

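The deposited files listed 19401 genes in at least 1 of the 6 libraries, of which 17705 had an Entrez identifier and 1696 were transcribed regions that the files name BGI_novel. An FPKM above 0 in at least 1 of the 3 libraries of a group was found for 18964 genes in control and for 18872 genes in EFV-treated mice. When all 3 libraries had to show the gene, these numbers were 17152 and 17107, and with an FPKM of at least 1 in at least 1 library they were 13741 and 13639. The test covered 15537 genes. None had an adjusted p of 0.05 or less by the quasi-likelihood test of edgeR with BH adjustment, the smallest adjusted p being 0.323. An unadjusted p of 0.05 or less was found for 472 genes, or 3.04% of those tested, where 5% (777 genes) would be reached without any difference between the groups. At the same adjusted threshold DESeq2 called 11 genes, 10 of them BGI_novel, limma on log2(FPKM + 0.1) called 0, and a Poisson model, which allows for counting error alone and not for the spread between pools, called 2267. The paper bases its threshold on the Poisson distribution, with a p of 0.05 or less and a fold change of at least 1.07. With these limits, in either direction, a Poisson model scaled by total counts called 2376 genes, 918 lower and 1458 higher in EFV-treated mice. When the same limits were applied to the unadjusted p of edgeR in its place, 467 genes passed, 364 with an Entrez identifier and 103 BGI_novel; here and below, the threshold of the paper means these limits on the edgeR test unless another test is named. All EFV libraries lay on one side of all control libraries for 1264 genes (8.14%), a share that 3 libraries against 3 give for 10% of genes by chance.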

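Of the genes that edgeR called at the threshold of the paper, 239 were lower and 228 were higher in EFV-treated mice. Scaling by total counts only, in place of TMM, gave 159 lower and 288 higher genes. Supplementary Table S1 lists 221 genes, 120 with a ratio below 1 and 101 with a ratio above 1. The names of 216 were found in the files, and 203 of these had enough counts to be tested, 108 with a ratio below 1 and 95 with a ratio above 1. The log2 fold change of all 203 had the direction of the ratio in Table S1. In 120 of them the 3 EFV libraries did not overlap the 3 control libraries. The threshold of the paper was passed by 148 of the 203, namely 80 of the lower and 68 of the higher genes. None of the 203 had an adjusted p of 0.05 or less over all genes tested (edgeR, BH), and 109 did when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. DESeq2 gave an unadjusted p of 0.05 or less to 180 of the 203 and called 1 of them, Armh4, at an adjusted p of 0.05. With the mean log2 abundance of RPE marker genes as a covariate, which itself holds 5 Table S1 genes, 68 genes of the table were past the threshold of the paper in the direction of Table S1, the lowest number among the count models. The genes called here and absent from Table S1 numbered 216 among those with an Entrez identifier. The ratio printed in Table S1 equalled the fold change of edgeR to within 0.0051 for 118 genes, that of DESeq2 for 120, that of the Poisson model for 14 and the ratio of the mean FPKM values for 8. The Poisson model was scaled by total counts only, and edgeR with that scaling equalled 12. The 14 therefore cannot speak for or against a Poisson test in the paper.

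**Figure D1:**
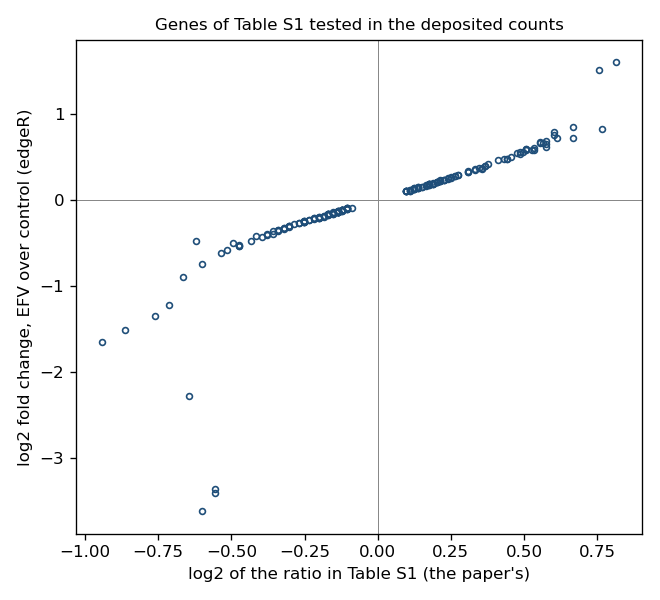
Each circle is 1 of the 203 genes of Table S1 that were tested. The horizontal axis is the log2 of the ratio that Table S1 gives (EFV-treated over control), and the vertical axis is the log2 fold change from the deposited counts (edgeR, 3 libraries per group). All circles lie in the lower left or upper right quadrant, and the 4 lens genes Bfsp2, Crybb1, Crybb3 and Mip lie lowest on the vertical axis.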

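Of the 88 genes that Table 2 of the paper names under 14 biological processes, the log2 fold changes between EFV-treated and control mice were examined process by process, and none had an adjusted p of 0.05 or less (edgeR, BH; the smallest among them was 0.999). The share of tested genes past the threshold of the paper (here an unadjusted p of edgeR of 0.05 or less and fold change of at least 1.07) was 8 of 11 for the monocarboxylic acid metabolic process, 9 of 12 for visual system development, 8 of 11 for translation, 6 of 11 for regulation of the mitotic cell cycle and 8 of 10 for negative regulation of immune system process. The directions differed between processes. In translation 10 of the 11 genes were lower in EFV-treated mice, with log2 fold changes from -0.37 to 0.23, whereas in negative regulation of immune system process 8 of the 10 genes were higher. These shares moved when 1 library was left out: for visual system development the number past the threshold fell to 2 without EFV replicate 2, for the monocarboxylic acid metabolic process to 3 without control replicate 2, for translation to 4 without control replicate 1, and for negative regulation of immune system process to 5 without control replicate 2. Over-representation was also computed with the terms that the gene annotation deposited with the counts assigns directly to each gene. This annotation does not carry the terms of the ontology that lie above an assigned term, so it covers 27 of the 162 gene entries of Table 2 (16.7%), and 5 of the 14 processes have no directly annotated gene among those tested. It is therefore another measure than the PANTHER enrichment of the paper. Table S1 genes were over-represented in visual perception with 9 of 104 annotated genes where 1.36 were expected (adjusted p = 7.9e-05, one-sided Fisher's exact test with BH adjustment), in blood vessel development with 5 of 46 where 0.601 were expected (adjusted p = 0.00145, same Fisher's exact test) and in translation with 7 of 154 where 2.01 were expected (adjusted p = 0.0124, same Fisher's exact test). When the genes called here at the threshold of the paper took the place of Table S1, 1 process passed in place of these 3. The Table S1 genes were chosen on these libraries, and genes of a process are not independent of each other.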

The analysis of these DEGs by the PANTHER software (Mi et al., 2019) for statistical overrepresentation in the gene ontology (GO) biological processes identified 14 processes, in which either at least 10 DEGs were involved or the fold enrichment was no less than 5, both arbitrary cut offs (Table 2). The highest number of DEGs (24) was overrepresented in regulation of cell adhesion followed by regulation of proteolysis (20), apoptosis (14), blood vessel development (13), and other processes. 

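For regulation of cell adhesion, 22 of the 24 genes of Table 2 were tested; 12 were higher and 10 lower in EFV-treated mice, and 15 passed the threshold of the paper. For regulation of proteolysis 10 of 18 tested genes passed, with 8 higher and 10 lower; with 1 library left out between 6 (without EFV replicate 2) and 14 did. For positive regulation of the apoptotic process 8 of 14 passed, with 3 higher and 11 lower; with 1 library left out between 5 (without EFV replicate 1) and 10 did. All 13 genes of blood vessel development were tested, 10 higher and 3 lower, and 11 passed. Among these, Edn2 (Entrez 13615, chromosome 4 from 120161206 to 120167360 on mm10), which encodes endothelin 2, had an FPKM of 1.25 ± 0.265 (SD, n = 3) in control and 2.09 ± 0.412 (SD, n = 3) in EFV-treated mice, and its log2 fold change was the largest of the 13 at 0.72 (standard error 0.23, adjusted p = 0.999 by edgeR with BH). The other 9 higher genes were Adgrf4, Col1a2, Col5a1, Col8a2, Efnb2, Glmn, Pkd1, Stra6 and Thbs1, with log2 fold changes from 0.10 (Pkd1) to 0.68 (Adgrf4). Jmjd6, Nat1 and Sema3e were lower, with log2 fold changes of -0.14, -0.47 and -0.21. Pkd1 lay under the fold change threshold and Col5a1 over the p threshold, the p being 0.0702 in the unadjusted edgeR test, so these were the genes that did not pass. Leaving out each library in turn left the direction of all 13 genes unchanged, but the number past the threshold fell to between 4 (without control replicate 2) and 9. Of the 13 genes, 6 had a mean FPKM of 2.5 or less in both groups, where counting error weighs more.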

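The 7 genes that Table 2 names under ADP metabolic, glycolytic and pyruvate metabolic processes were lower in EFV-treated mice with a single exception. Aldoa (Entrez 11674, chromosome 7 from 126795234 to 126800994 on mm10), which encodes aldolase A, had an FPKM of 2225 ± 142.3 (SD, n = 3) in control and 2067 ± 99.9 (SD, n = 3) in EFV-treated mice, a log2 fold change of -0.12 (standard error 0.05). Pfkl (phosphofructokinase, log2 fold change -0.16, standard error 0.06), Pkm (pyruvate kinase, -0.10, standard error 0.05) and Ampd3 (AMP deaminase, -0.25, standard error 0.08) fell too. Nr4a3 fell by 0.62 with a standard error of 0.31. Pfkfb2 was higher by 0.11 on the log2 scale (standard error 0.05). Eno1 (enolase 1) fell by 0.15 (standard error 0.06), and this value is uncertain because the nearly identical gene Eno1b shares its reads; the summed counts of both had a log2 fold change of -0.11 (standard error 0.04). The unadjusted p of edgeR was at most 0.05 for Aldoa, Ampd3, Eno1 and Pfkl and above it for Nr4a3, Pfkfb2 and Pkm, and the adjusted p of each of the 7 was 0.999 (edgeR, BH). Of the 6 genes of the glycolytic process, and likewise of the ADP metabolic process, 4 passed the threshold of the paper with all libraries and 1 passed without control replicate 2; for the pyruvate metabolic process 3 of 6 and 1 did. The 5 genes of regulation of interleukin-10 production moved in both directions. Cd47 (log2 fold change 0.16, standard error 0.05), Mbp (0.20, standard error 0.09) and Trib2 (0.17, standard error 0.08) were higher, and Hmgb1 (-0.13, standard error 0.07) and Tusc2 (-0.14, standard error 0.04) were lower. All but Hmgb1 passed the threshold of the paper, none passed after BH adjustment of the edgeR p, and 2 of the 5 passed the threshold of the paper without control replicate 3, where Mbp and Trib2 did not. Tusc2 had the smallest spread, with an FPKM of 55.1 ± 0.401 (SD, n = 3) in control and 50.7 ± 1.10 (SD, n = 3) in EFV-treated mice. Cd47, Tusc2 and Ampd3 passed the threshold of the paper with each of the 6 libraries left out in turn.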

The highest fold enrichment (11.3-8.9) was for energy metabolism (ADP metabolic, glycolytic, and pyruvate metabolic processes) as well as regulation of production of interleukin-10 (8.3). Remarkably, the latter is a cytokine that impairs the ability of ocular macrophages to regulate vascular endothelial cell proliferation and thus promotes choroidal neovascularization in mice (Apte et al., 2006).

**TABLE 2:** EFV effects on the retinal transcriptome of 5XFAD mice in the 2nd treatment.

DEGs/Total genes	Fold enrichment	GO biological processes and DEGs involved
**Regulation of cell adhesion (GO: 0030155)**		
24/773	3.2	*Agr2, Bst1, Cd47, Dock5, Dscam, Dusp1, Dusp26, Efnb2, Emilin1, Enpp2, Glmn, Gpnmb, H2-Ob, Hmgb1, Il4i1, Mbp, Mex3b, Mip, Nr4a3, Pkd1, Rag1, Sema3e, Slc7a1, Thbs1*
**Regulation of proteolysis (GO: 0030162)**		
20/740	2.8	*Alad, Clu, Eno1, Glmn, Hmgb1, Itih3, Mbp, Nkd2, Pcsk1n, Pi15, Pkd1, Prelid1, Prkaca, Rag1, Rnf144a, Styx, Tfap4, Thbs1, Trib2, Ubb*
**Blood vessel development (GO: 0001568) including regulation of angiogenesis GO: 0045765)**		
13/538	2.5	*Adgrf4, Col1a2, Col5a1, Col8a2, Edn2, Efnb2, Glmn, Jmjd6, Nat1, Pkd1, Sema3e, Stra6, Thbs1*
**Positive regulation of apoptotic process (GO: 0043065)**		
14/597	2.4	*Bmf, Clu, Dusp1, Egln1, Hmgb1, Nr4a3, Prelid1, Prkdc, Rpl26, Sik1, Tfap4, Thbs1, Ubb, Zmat3*
**Monocarboxylic acid metabolic process (GO: 0032787)**		
13/510	2.6	*Aldoa, Ech1, Edn2, Eno1, Fads,2 Il4i1, Lpin2, Nr4a3, Pfkfb2, Pfkl, Pkm, Rdh16f2, Tnxb*
**Visual system development (GO: 0150063)**		
12/393	3.2	*Ache, Bfsp2, Col5a1, Col8a2, Crybb1, Crybb3, Dscam, Hmgb1, Jmjd6, Mip, Rpe65, Stra6*
**Translation (GO:0006412)**		
11/323	3.5	*Mrps10, Rbm4, Rpl21, Rpl23a, Rpl26, Rpl28, Rpl35, Rpl41, Rplp0, Rps15, Rps28*
**Regulation of mitotic cell cycle (GO: 0007346)**		
11/456	2.5	*Bub1b, Cdc26, Gpnmb, Hmgb1, Kcnh5, Nup62, Pkd1, Prkdc, Rpl26, Sik1, Tfap4,*
**Negative regulation of immune system process (GO: 0002683)**		
11/460	2.5	*Cd47, Dusp1, Emilin1, Glmn, Gpnmb, H2-Ob, Hmgb1, Il4i1, Mmp28, Prkdc, Thbs1*
**ADP metabolic process (GO:0046031) including ATP generation from ADP (GO: 0006757)**		
6/55	11.3	*Aldoa, Ampd3, Eno1, Pfkfb2, Pfkl, Pkm*
**Glycolytic process (GO: 0009135)**		
6/58	10.7	*Aldoa, Ampd3, Eno1, Pfkfb2, Pfkl, Pkm*
**Pyruvate metabolic process (GO: 0006090)**		
6/70	8.9	*Aldoa, Eno1, Nr4a3, Pfkfb2, Pfkl, Pkm*
**Regulation of interleukin-10 production (GO: 0032653)**		
5/62	8.3	*Cd47, Hmgb1, Mbp, Trib2, Tusc2*
**Visual perception (GO:0007601) including sensory perception of light stimulus (GO: 0050953)**		
10/161	6.4	*Bfsp2, Crybb1, Crybb3, Guca1b, Lrat, Mip, Myo7a, Pde6g, Rpe65, Wfs1*

Statistical overrepresentation of the DEGs in the GO biological processes as identified by the PANTHER software (Mi et al., 2019).

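The 10 genes of visual perception in Table 2 fall into groups with different patterns across the libraries. Crybb1 and Crybb3, which encode lens crystallins, Mip, which encodes the major intrinsic protein of lens fibers, and Bfsp2, which encodes a lens filament protein, were high in a single library. In control replicate 3 the FPKM of Crybb1 was 58.7, that of Crybb3 50.0, that of Mip 19.2 and that of Bfsp2 11.7, whereas in the other 5 libraries these lay from 1.24 to 2.65, from 0.93 to 2.12, from 0.33 to 0.82 and from 0.82 to 1.10. The log2 fold change of Crybb1 was -3.36 with all libraries (standard error 1.26, adjusted p = 0.999 by edgeR with BH) and -0.02 without control replicate 3; for Mip these were -3.40 and -0.07, for Crybb3 -3.62 and -0.29 and for Bfsp2 -2.28 and -0.14. Rpe65 and Lrat, which RPE cells express, were higher in EFV-treated mice by 0.58 (standard error 0.25) and 0.65 (standard error 0.27) on the log2 scale. The lowest FPKM of Rpe65 was 2.35 in control replicate 2, with 4.65 to 6.69 in the other 5 libraries. Guca1b and Pde6g, which photoreceptors express, had log2 fold changes of 0.14 (standard error 0.07) and -0.14 (standard error 0.05). Myo7a and Wfs1 were lower in EFV-treated mice, with log2 fold changes of -0.33 (standard error 0.15) and -0.12 (standard error 0.04). With all libraries 8 of the 10 genes passed the threshold of the paper (here an unadjusted p of edgeR of 0.05 or less and fold change of at least 1.07), and with each library left out in turn between 0 (without EFV replicate 1) and 5 did.

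**Figure D2:**
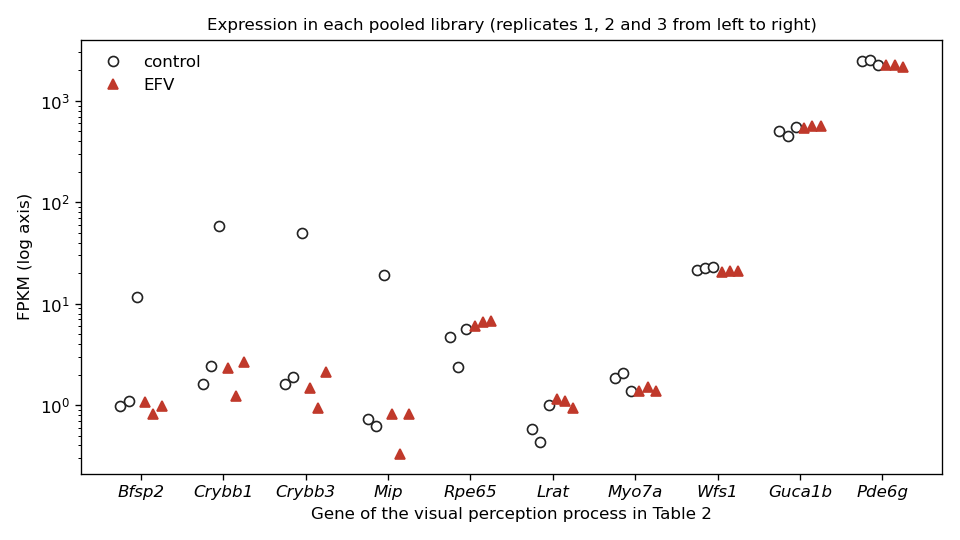
FPKM (log axis) of the 10 genes that Table 2 lists under visual perception, in the 3 control libraries (open circles) and the 3 EFV libraries (filled triangles), replicates 1, 2 and 3 from left to right. The third control library stands above all others for Bfsp2, Crybb1, Crybb3 and Mip, with an FPKM of 58.7 for Crybb1, and the second control library is the lowest for Rpe65 with an FPKM of 2.35.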

Studies by proteomics identified a total of 2,644 proteins, of which 73 were differentially expressed (DEPs) in EFV-treated vs. control 5XFAD mice: 30 proteins were downregulated and 43 proteins were upregulated (Supplementary Table S2). Similar to transcriptomics, the highest number of DEPs (9) was overrepresented in the regulation of cell adhesion (Table 3). Yet there was no overlap between DEGs and DEPs in the latter as well as other biological processes, possibly because proteomics identifies only the most abundant retinal proteins. 

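The RNA of the differentially expressed proteins was looked up in the retinal RNAseq. The entry names of 45 of the 73 proteins in Supplementary Table S2 equal a gene symbol among the genes tested; the others were not matched, because an entry name can differ from the symbol of its gene. The log2 fold changes of these 45 genes between EFV-treated and control mice lay between -0.11 and 0.09, and the smallest adjusted p among them was 0.999 (edgeR, BH). Rab6a, with a log2 fold change of -0.11 (standard error 0.05) and FPKM values of 62.1 ± 1.68 (SD, n = 3) in control and 58.3 ± 1.25 (SD, n = 3) in EFV-treated mice, was the 1 gene among them past the threshold of the paper, and it is also in Table S1; it passed without 2 of the 6 libraries when each was left out in turn.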

The other GO processes with a relatively high number of DEPs (no less than 5) included neuron development (8), regulation of vesicle-mediated transport (7), translation (6), and regulation of phagocytosis (6). The processes with the highest fold enrichment (no less than 7) included regulation of phagocytosis (15.2), RNA localization (8.8), regulation of proteasomal ubiquitin-dependent protein catabolic process (8.7), and protein dephosphorylation (7.5). Thus, the two multiomcs approaches identified meaningful processes in the retina that can be affected by EFV treatment.

**TABLE 3:** EFV effects on the retinal proteome of 5XFAD mice in the 2nd treatment.

DEPs/Total proteins	Fold enrichment	GO biological processes and DEPs involved
**Regulation of cell adhesion (GO: 0030155)**		
9/773	3.4	CD59A, COR2B, DUS3, EPHB2, FCL, MACF1, MYPT1, PTEN, TGM2
**Neuron development (GO: 0048666)**		
8/894	2.6	ATG7, EMB, EPHB2, GRK1, HCN1, NFH, **NRCAM,** PTEN
**Regulation of vesicle-mediated transport (GO: 0060627)**		
7/609	3.3	ATG7, LYAR, PLST, PTEN, RACK1, SNX3, TGM2
**Translation (GO: 0006412)**		
6/323	5.4	EIF3M, DENR, EIF3I, IF4G2, MCTS1, RACK1
**Regulation of phagocytosis (GO: 0050764)**		
6/114	15.2	ATG7, LYAR, PTEN, RACK1, SNX3, TGM2
**Regulation of cell development (GO: 0060284)**		
6/586	3.0	ATG7, EPHB2, MACF1, MGN, PTEN, TGM2
**Visual system development (GO: 0150063)**		
5/393	3.7	EPHB2, GRK1, HCN1, PDE6B, PDS5B
**RNA localization (GO: 0006403)**		
5/164	8.8	MGN, MGN2, NU214, RAE1L, SEC13
**Posttranscriptional regulation of gene expression including protein acetylation (GO: 0010608)**		
5/475	3.1	CNBP, IF4G2, MGN, RACK1, TADBP
**Regulation of microtubule-based process (GO: 0032886)**		
5/262	5.5	DCTN1, MACF1, MARE2, NFH, RAE1L
**Cell junction organization (GO: 0034330)**		
5/512	2.8	COR2B, DCTN1, EPHB2, PTEN, SC6A1
**Protein dephosphorylation (GO: 0006470)**		
4/238	7.5	DUS3, MYPT1, PP2AB, PTEN
**Regulation of epithelial cell migration (GO: 0010632)**		
4/238	4.9	FCL, MACF1, MARE2, PTEN
**Regulation of proteasomal ubiquitin-dependent protein catabolic process (GO: 0032434)**		
4/133	8.7	ATG7, RACK1, RD23B, UBP14
**Carboxylic acid catabolic process (GO: 0046395)**		
4/193	6.0	DDAH2, HMGCL, IVD, KBL
**Synapse organization (GO: 0050808)**		
4/306	3.8	DCTN1, EPHB2, PTEN, SC6A1

Statistical overrepresentation of the DEPs in the GO biological processes as identified by the PANTHER software (Mi et al., 2019).

### Exome Sequencing

To gain insight into the genetic changes that could underlie retinal lesions in B6SJL mice, six animals were evaluated. Of them, five (two breeders and three F1 generation offspring) had retinal lesions, and one, the m1150 offspring, had normal retinas (Figure 6A). DNA isolated from the liver of these animals was subjected to exome sequencing, and the genes with homo- and heterozygous insertions, deletions, and single nucleotide polymorphisms were identified (Supplementary Tables S3, S4). These genetic changes were then analyzed for common presence in the investigated mice. In the first type of analysis, based on the assumption of a dominant inheritance pattern, we searched for common alleles in the five mice with retinal lesions, which had either hetero- or homozygous change for the same allele, and absent in the mouse with a normal retina. A total of 47 such genes were identified with variants that were predicted to alter the protein sequence of at least 1 transcript isoform. Some of the genes encoded proteins involved in angiogenesis (*Gpr126*, *Map2k5*, *Ncl*, *Prkd1*, and *Rora*), cell-cell adhesion (*Ptprc*, *Tbc1d2*, and *Tesc*), and extracellular matrix formation (*Tnr*) (Figure 6B). In the second type of analysis, based on the assumption of a recessive inheritance pattern, five mice with retinal lesions were examined for common alleles, which were all homozygous for an allele that was either heterozygous or not present in the mouse with normal retinas (Figure 6B). A total of 29 such genes were found with variants that were predicted to alter the protein sequence of at least 1 transcript isoform. Two of these genes encoded proteins involved in angiogenesis (*Flt1* and *Tiam2*). Notably, eleven variants were consistent with both recessive and dominant inheritance patterns as they were found in both analyses (Figure 6B). Of these variants, one was involved in angiogenesis (*Magi1*), one (*Dock10*) in cell-cell adhesion, and one (*Pxdn*) in extracellular matrix formation (Figure 6B).

**FIGURE 6:**
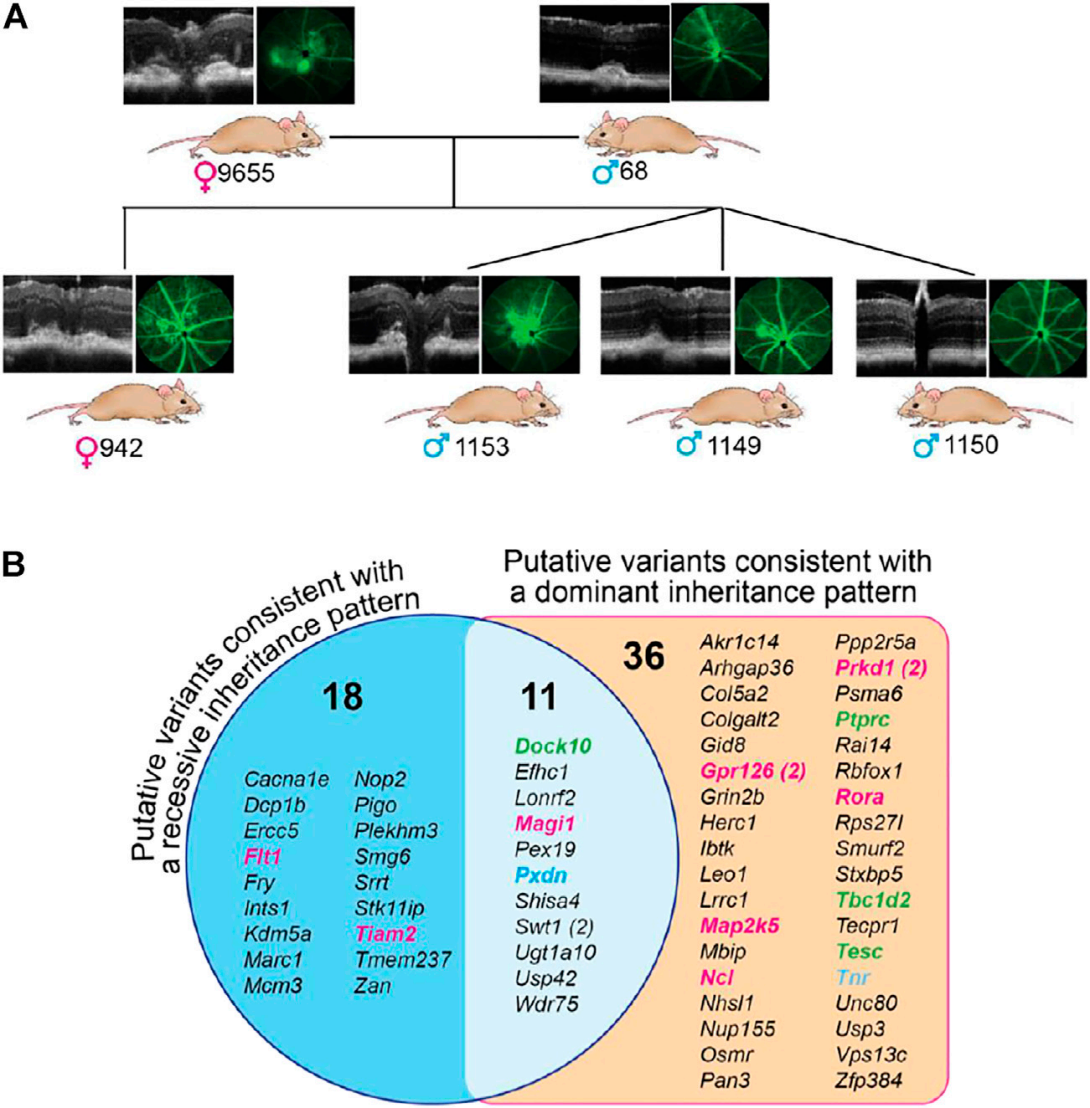
Exome sequencing of B6SJL mice with retinal lesions. **(A)**, Pedigree of mice used for exome sequencing. Mouse numbering is indicated on the right of the genetic sex symbol. **(B)**, Genes with common homozygous changes in mice with retinal lesions. The number in parenthesis indicates two different genetic variations. Genes that are colored are those involved in angiogenesis (magenta), cell-cell adhesion (green), and extracellular matrix formation (blue), the groups that can contribute to abnormal retinal phenotype of B6SJL mice. Several genes in these groups (from left to right columns) deserve particular consideration. Of the angiogenesis group, *Flt1* encodes the cell-surface receptor 1 for vascular endothelial growth factor (VEGF) **(A,B)**. Alternative splicing of *Flt1* yields soluble isoform, which acts as a trap for VEGFs and thereby blocks VEGF signaling, thus underlying corneal avascularity (Ambati et al., 2006; Singh et al., 2006; Ambati et al., 2007). Global *Flt1* deletion causes embryonic lethality in mice [64], whereas selective ablation of *Flt1* in the post-natal mouse retina leads to the hyperbranched vascular networks (Chappell et al., 2019). *Tiam2* encodes the Rac1 (a Rho GTPase)-specific guanine nucleotide exchange factor, a positive regulator of the vascular endothelium barrier function (Amado-Azevedo et al., 2017). *Magi1* encodes a membrane-associated guanylate kinase, also known as brain-specific angiogenesis inhibitor 1-associated protein. MAGI1 is a scaffold protein, which interacts with various proteins and thereby is involved in multiple cell functions including regulation of angiogenesis, vascular integrity, and permeability as well as cell–cell and cell–matrix adhesion (Wörthmüller and Rüegg, 2021). *Gpr126* encodes adhesion G-protein coupled receptor G6, which is highly enriched in vascular endothelial cells. GPR126 plays an important role in angiogenesis by regulating endothelial cell proliferation, migration, and tube formation (Cui et al., 2014). *Map2k5* encodes a dual specificity mitogen-activated protein kinase 5, a downstream target of VEGF. The signal cascade mediated by this kinase is involved in VEGF-induced cell proliferation, survival, and differentiation (Doebele et al., 2009; Huang et al., 2021). *Ncl* encodes cell surface nucleolin, which interacts with different ligands including VEGF-A and thereby regulates the endothelial cell activation and angiogenesis (Quiroz-Mercado et al., 2016; Darche et al., 2020). *Prkd1* encodes a protein kinase D1, which is involved in the regulation of multiple cellular processes including VEGFA-induced angiogenesis (Evans and Zachary, 2011; Steinberg, 2021). *Rora* encodes the retinoic acid receptor-related orphan receptor α, a lipid-sensing nuclear receptor with diverse biological functions including lipid metabolism, inflammation, and pathologic retinal angiogenesis (Sun et al., 2015). *Rora* is implicated in AMD pathogenesis (Silveira et al., 2010; Jun et al., 2011). Of the cell-cell adhesion group, *Dock10* (the dedicator of cytokinesis) encodes an exchange factor for the Rho GTPases RAC and CDC42 and, thereby, is involved in generic cell processes including the regulation of actin cytoskeleton, cell adhesion, and migration (Gadea and Blangy, 2014). Microglia migration is decreased in *Dock10* ^*−/−*^ mice (Namekata et al., 2020). *Ptprc* encodes protein tyrosine phosphatase receptor type C or CD45, which affects cell adhesion, migration, cytokine signaling, cell development, and activation state (Jonsson et al., 2021). *Tbc1d2* (or Armus) encodes a GTPase-activating protein for RAB7A GTPase. TBC1D2 acts as a linker between RAB7A and RAC1, leading to RAB7A inactivation and subsequent inhibition of cadherin degradation and reduced cell-cell adhesion (Frasa et al., 2010). Of the extracellular matrix formation group, *Pxdn* encodes a unique peroxidase, which stabilizes collagen IV networks and contributes to mechanical strength of basement membrane important for tissue integrity. PXDN mutations lead to severe eye disorders, including microphthalmia, cataract, glaucoma, and anterior segment dysgenesis in humans and mice (Yan et al., 2014; Kim et al., 2019). *Tnr* encodes tenascin-R, a neural extracellular matrix protein involved in interactions with different cells and matrix components that can influence cellular behavior by either evoking a stable adhesion and differentiation, or repulsion and inhibition of neurite growth (Pesheva et al., 1993; Pesheva et al., 1997; Probstmeier et al., 2000).

We tried to establish the inheritance pattern of the retinal lesions in B6SJL mice. A cross between mice exhibiting the retinal pathology (the same mice used for exome analysis) produced 24 offspring from 5 l. Of them, 10%, or 42%, were mice that also had retinal lesions (Figure 7A). As this finding could be consistent with either a recessive or dominant inheritance pattern, additional crosses were performed. One male and one female offspring from these breeders, both of which had retinal lesions, were then backcrossed to 129S1/SvimJ wild type mice (Figure 7B). Among ten F1 offspring from this cross, 2 had retinal lesions (20%), potentially consistent with a dominant mode of inheritance. However, when these F1 offspring were intercrossed with each other, including the two offspring with retinal lesions, only 1 out of 109 (1%) of their F2 offspring exhibited retinal lesions. Notably, that one affected mouse was not from the cross with a parent with retinal pathology (Figure 7C). Furthermore, these F2 mice were then backcrossed with 129S1/SvimJ wild type mice, and no retinal lesions were detected among 51 offspring (Figure 7D). Collectively, these crosses suggested a complex polygenic inheritance pattern, with likely contributions from multiple B6 and/or SJL alleles.

**FIGURE 7:**
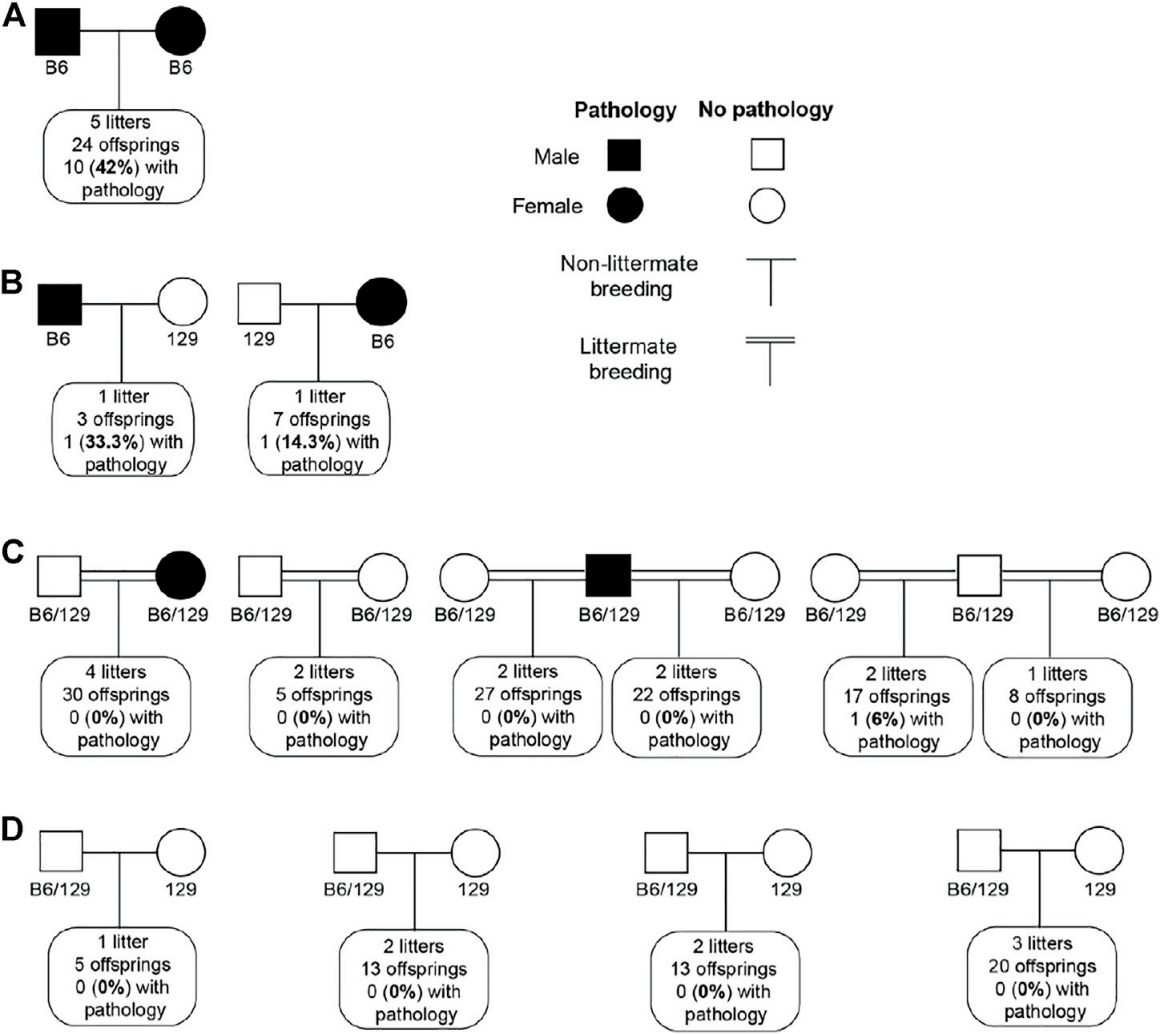
Inheritance pattern of retinal lesions in B6SJL (B6) mice. **(A)**, Cross between B6SJL mice exhibiting retinal pathologies. **(B)**, Offsprings of **(A)** with retinal pathologies backcrossed to 129S1/SvimJ wild type mice (129). **(C)**, Intercross of offsprings produced by **(B)**. **(D)**, Offsprings of **(C)** backcrossed to 129S1/SvimJ wild type mice.

## Discussion

In the present work, we conducted ophthalmic characterizations of 5XFAD mice that were previously investigated for EFV effects in the brain (Mast et al., 2017; Petrov et al., 2019a; Petrov et al., 2019b; Mast et al., 2020; Petrov et al., 2020; Mast et al., 2021). We established that, similar to the brain, EFV treatment increased CYP46A1 activity, cholesterol biosynthesis, and turnover in the retina (Figure 2) as well as affected retinal transcriptome and proteome (Tables 2, 3). Unexpectedly, we found that some of these animals developed subretinal and RPE deposits associated with neovascularization, and that EFV treatment mitigated both deposit size and vascular lesion frequency (Table 1) as well as vascular leakage on FA (Figures 1, 3, 5). In addition, there was a reduction in focal accumulations of Aβ plaques, unesterified cholesterol, and Oil Red O-positive lipids as well as changes in the shape and number of retinal macrophages/microglial cells found in the subretinal/RPE regions affected by neovascularization (Figure 5). Nevertheless, the composition of deposits and their major constituents still remain to be determined as do the cell types, whose processes guided the proliferating blood vessels in control 5XFAD and B6SJL mice. Some of these cell types could be horizontal cells as suggested by a study of a mouse model (*Vldlr* ^*−/−*^ mice) of RAP (Dorrell et al., 2009). This study demonstrated that the new blood vessel formation is associated with mistargeted neurites of horizontal cells, which serve as a template for vascular invasion into the ONL from the inner retina (Johnson et al., 2015). Also, it remains to be unambiguously determined the origin of filipin-, isolectin B4-, and vimentin-positive round structures in the subretinal region of EFV-treated 5XFAD mice (Figure 5) that we hypothesize could be remnants from regressing neovessels.

The present study demonstrates that in the brain and retina of the same mice, EFV exerted both organ- and pathology-specific effects as well as several similar effects—on CYP46A1 activity, cholesterol homeostasis, and macrophage/microglia activation. These similar effects could be due, at least in part, to an increased brain and retinal 24HC levels, a CYP46A1 enzymatic product and potent agonist of liver X receptors (LXRs) (Janowski et al., 1996; Chen et al., 2007). LXRs (LXRα and LXRβ) are transcription factors that serve as physiological regulators and integrators of cellular cholesterol uptake and removal, innate and adaptive immune responses, apoptosis, and phagocytosis (Zelcer and Tontonoz, 2006; Jakobsson et al., 2012). These effects are realized through LXR binding of 24HC or other oxysterols followed by either a transactivation or transrepression of target genes in a cell- and tissue-specific manner (Glass and Ogawa, 2006; Kalaany and Mangelsdorf, 2006; Shibata and Glass, 2010; Jakobsson et al., 2012; Spann and Glass, 2013). Genes that reduce cellular cholesterol load along with some of the genes important for phagocytosis (*Mertk*), apoptosis (*Aim, Lbp, and Mafb*) and reduction of inflammation (*Arg1*) are transactivated by LXRs (Kalaany and Mangelsdorf, 2006; Zelcer and Tontonoz, 2006; Calkin and Tontonoz, 2012; Lee and Tontonoz, 2015). In contrast, many pro-inflammatory genes (*Ccl2*, *Ccl4*, *Ccl7*, *Cox-2*, *Cxcl1*, *Il-1β, Il-6*, *iNos*, *Mmp9,* and *Tnfα*) are transrepressed by LXRs, mostly *via* NF-κB DNA-binding activity (Kalaany and Mangelsdorf, 2006; Zelcer and Tontonoz, 2006; Calkin and Tontonoz, 2012; Lee and Tontonoz, 2015).

Previously we established that LXRs are expressed in human retina and RPE (Zheng et al., 2012) and that many of the LXR transactivated genes are upregulated in the retina of mice treated with the synthetic LXR agonist TO901317 (Zheng et al., 2015). Conversely, we found that the LXR-transrepressed genes (*Ccl2*, *Cox-2*, *Cxcl1*, *Il-1β, iNos*, and *Tnfα*) are upregulated in the retina and retinal macrophages/microglial cells of animals lacking CYP46A1 (*Cyp46a1* ^*−/−*^ mice) (Saadane et al., 2019). Thus, we obtained evidence that LXRs regulate retinal gene transcription both *via* transactivation and transrepression and could be activated by 24HC, at least in retinal macrophages/microglial cells. In parallel, others demonstrated that in the retina or RPE, LXR expression is decreased in diabetic retinopathy and dry AMD and could contribute to lipid dysregulation in both diseases, possibly *via* LXRα in the latter (Hazra et al., 2012; Hammer et al., 2017; Choudhary et al., 2020). Studies on animal models and cell culture also suggested that both diseases could be mitigated, at least in part, by increased LXR activation with synthetic ligands (Hazra et al., 2012; Hammer et al., 2017; Choudhary et al., 2020).

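Of the 28 LXR target genes listed before the counts were examined, 19 had enough counts to be tested, 16 of the 18 transactivated and 3 of the 10 transrepressed genes (Mmp9, Nos2 and Ptgs2). None had an adjusted p of 0.05 or less over all genes tested in edgeR's quasi-likelihood test, and none did when adjusted over the list alone. The count at an unadjusted p of 0.05 or less was 1 in edgeR, 0 in DESeq2 and 1 in limma on log2(FPKM + 0.1). The gene in edgeR was Pltp, with a log2 fold change of 0.19 (standard error 0.08) and FPKM values of 13.5 ± 0.870 (SD, n = 3) in control and 15.6 ± 1.57 (SD, n = 3) in EFV-treated mice. A Poisson model, which leaves out the spread between pools, called 4 of the 19 at the adjusted threshold. Among the transactivated genes 9 were higher and 7 lower in EFV-treated mice, with a median log2 fold change of 0.01. The most abundant was Apoe, with FPKM values of 436.8 ± 37.6 (SD, n = 3) in control and 428.1 ± 33.8 (SD, n = 3) in EFV-treated mice and a log2 fold change of -0.05 (standard error 0.07). Of the 3 transrepressed genes 2 were higher and 1 lower, with a median log2 fold change of 0.13: Nos2 0.46 (standard error 0.52), Ptgs2 0.13 (standard error 0.34) and Mmp9, the most abundant, -0.01 (standard error 0.06). The competitive set test camera of limma gave adjusted p-values of 0.516 for the transactivated and 0.408 for the transrepressed genes (BH over 16 lists). The remaining 7 transrepressed genes had fewer than 10 counts in at least 4 of the 6 libraries, so they were not tested. The paper proposes that a change restricted to a small subset of retinal cells would not be seen in whole retina.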

In the present work, we did not find differential expression of the LXR target genes or their protein products either in the whole retinal transcriptome or proteome (Supplementary Tables S1, S2). This is possibly because these genes were affected only in a small subset of retinal cells (e.g., macrophages/microglia), and therefore changes in their expression could not be detected. Nevertheless, similar to treatments with synthetic LXR agonists (Hammer et al., 2017; Choudhary et al., 2020), we observed a reduction in retinal macrophage/microglia activation and lipid deposition within the RPE in EFV-treated 5XFAD mice (Figure 5). Obviously, further studies of control and EFV-treated 5XFAD mice that focus specifically on their retinal macrophages/microglia and LXRs target genes are required.

Can processes other than cholesterol removal and activation of LXRs or macrophages/microglia be affected by CYP46A1 activity in the retina? Probably, yes, as suggested by *CYP46A1*-containing adenoviral injections in the brain or EFV treatments of mouse models of different brain disorders, both neurodegenerative (e.g., Alzheimer’s, Huntington’s, and prion diseases, Niemann-Pick disease type C1, and spinocerebellar ataxia) and non-neurodegenerative (e.g., glioblastoma and depression) (Hudry et al., 2010; Burlot et al., 2015; Boussicault et al., 2016; Mast et al., 2017; Patel et al., 2017; Han et al., 2019; Kacher et al., 2019; Mitroi et al., 2019; Nobrega et al., 2019; Petrov et al., 2019a; Ali et al., 2021). In all these models, increases in CYP46A1 expression or activity were beneficial and targeted multiple processes and pathways (Pikuleva, 2021; Pikuleva and Cartier, 2021). Both common processes (e.g., abnormal protein accumulation, memory, motor functions, gene transcription, protein phosphorylation, autophagy, and lysosomal processing) and disease-specific processes were documented to be altered in the brain (Pikuleva, 2021; Pikuleva and Cartier, 2021). Hence, to integrate a broad range of CYP46A1 targeting outcomes in the brain, three CYP46A1-depenedent primary processes (called the unifying mechanisms) were proposed: sterol flux through the plasma membranes, acetyl-CoA production, and the mevalonate pathway (Supplementary Figure S2) (Petrov et al., 2020; Mast et al., 2021; Pikuleva, 2021; Pikuleva and Cartier, 2021).

Sterol flux was established to alter physico-chemical properties of plasma membranes and several membrane-dependent events (protein phosphorylation/dephosphorylation and synaptosomal glutamate release) (Petrov et al., 2020). Acetyl-CoA is known to be required for neurotransmitter biosynthesis, regulation of gene expression, cell death, mitosis, autophagy, cholesterol biosynthesis, and many other processes (Berg et al., 2002; Pietrocola et al., 2015). The mevalonate pathway [the first eight steps in cholesterol biosynthesis (Berg et al., 2002)] yields intermediates that are essential for protein prenylation and N-glycosylation, memory and motor functions, autophagy, lysosomal processing, cell survival, DNA replication, and mitochondrial electron transport (Pikuleva, 2021). Accordingly, like in the brain, EFV treatment could affect processes in the retina secondary to CYP46A1 activation as suggested by the changes in the retinal transcriptome and proteome in EFV-treated vs. control 5XFAD mice.

Indeed, several pathways under the three CYP46A1-depenedent primary processes were enriched with DEGs/DEPs in the retina (Tables 2, 3). These were glycolysis, pyruvate metabolism, ATP generation, and protein acetylation that determines acetyl-CoA levels along with mitosis, protein dephosphorylation, and non-LXR dependent apoptosis. In addition, there was DEGs/DEPs enrichment in the processes that directly related to angiogenesis - regulation of cell adhesion, blood vessel development, negative regulation of immune system process, regulation of interleukin-10 production, regulation of phagocytosis, and cell junction organization. 

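A list of 18 glycolytic enzymes, fixed before the counts were examined, had a median log2 fold change of -0.06 between EFV-treated and control mice, with 14 genes lower and 4 higher. The adjusted p was 0.00307 by camera with a preset correlation between genes of 0.01 (BH over 16 lists). The call was lost under the rotation test fry of limma (adjusted p = 0.587), with the correlation estimated from the data (camera, adjusted p = 0.570), without the 5 members that are in Table S1 (camera, adjusted p = 0.166), without control replicate 1 (camera, adjusted p = 0.0525) and without EFV replicate 1 (camera, adjusted p = 0.358). None of the 16 lists passed under fry or an estimated correlation. The mean deviation of the 18 genes from their average over all libraries, on the log2 scale, was -0.13 in EFV replicate 1, -0.03 in EFV replicate 2 and 0.06 in EFV replicate 3, and between 0.01 and 0.07 in the control libraries. The list of 24 tested genes of cholesterol biosynthesis, which includes the mevalonate pathway, had a median log2 fold change of -0.04, with 16 genes lower and 8 higher (camera of limma, adjusted p = 0.0856). From the changes in the retinal transcriptome and proteome, the paper proposes that EFV treatment could affect processes in the retina secondary to CYP46A1 activation.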

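Lists of marker genes bear on the cells that these processes involve. The 15 endothelial markers had a median log2 fold change of -0.04 in EFV-treated mice, with 11 genes lower and 4 higher (camera of limma, adjusted p = 0.0204); the call was lost without control replicate 1 (0.122), without control replicate 2 (0.0673) and without EFV replicate 1 (0.681). The 14 fibroblast and matrix genes tested, 2 of which are in Table S1, had a median of 0.11, with 11 genes higher (camera of limma, adjusted p = 0.0446). This call was lost without the Table S1 members (0.264), with scaling by total counts only (0.103), on log2(FPKM + 0.1) (0.117), with genes of a mean FPKM of at least 1 (0.117), and without control replicate 1 (0.103), control replicate 2 (0.400), EFV replicate 2 (0.0770) or EFV replicate 3 (0.220). Flt1 and Kdr, which encode receptors for vascular endothelial growth factor, had log2 fold changes of -0.07 (standard error 0.05) and -0.04 (standard error 0.09).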

Further studies are required to confirm retinal EFV effects on these processes.

EFV is not the first reverse transcriptase inhibitor among the anti-HIV drugs that was shown to exert a beneficial effect on a mouse model of AMD. Previously, intravitreal administrations of stavudine, lamivudine, zidovudine, and abacavir were demonstrated to suppress laser-induced choroidal neovascularization in mice (Fowler et al., 2014; Mizutani et al., 2015). Similarly, RPE degeneration (a hallmark of dry AMD) induced by subretinal injections to mice of Aβ was blocked by intravitreal co-administration of lamivudine and zidovudine (Narendran et al., 2021). Mechanistically, the tested reverse transcriptase inhibitors were discovered to possess intrinsic anti-inflammatory activity independent of their anti-viral function because they were found to inhibit P2RX7 (the purinergic P2X7 receptor), which is essential for activation of NLRP3 (the NLR family pyrin domain containing 3) inflammasome (Fowler et al., 2014; Mizutani et al., 2015; Narendran et al., 2021).

Herein, we did not test EFV for inhibition of P2RX7 and NLRP3 inflammasome. This was in part because we used a different EFV dose (0.1 mg/kg of body weight) and a different route of EFV administration (in drinking water). In studies of others, reverse transcriptase inhibitors were used at more than a 100 ng dose (Mizutani et al., 2015), which modelled a clinically relevant dose (>100 mg/day) in humans (Fowler et al., 2014), and the drug was injected intravitreally. Yet we do not exclude that the NLRP3 inflammasome activation could be suppressed in EFV-treated mice but *via* a different mechanism. This could be either *via* LXR activation or increased cholesterol removal by CYP46A1, as cellular cholesterol efflux was shown to mitigate the NLRP3 inflammasome activation induced by cholesterol accumulation (Lei et al., 2017; Yu et al., 2017; Westerterp et al., 2018; Zhang et al., 2021).

Recently, we concluded our clinical study of EFV in patients with AD (ClinicalTrials.gov Identifier: NCT03706885). Small doses of EFV were found to be safe for the geriatric participants and engaged CYP46A1 in the brain (the results will be published elsewhere). Accordingly, the present work is a pre-clinical study, whose results justify the investigation of EFV treatment in subjects with neovascular AMD. Moreover, EFV may even have some advantages over a potential use of the LXR synthetic agonists mechanistically. First, CYP46A1 activation by EFV not only increases the production of 24HC, a potent LXR endogenous ligand, but it also promotes the elimination of cellular cholesterol excess by metabolism, thus simultaneously affecting two processes. Second, CYP46A1 activation by EFV will only elicit the CNS-specific effects in humans, as in this species CYP46A1 is only expressed in the brain and retina (Lund et al., 1999). Conversely, a synthetic LXR agonist may have multiple systemic effects and lead to an undesired increase in serum triglyceride levels, the major current limitations of synthetic LXR agonists (Cao et al., 2004).

Finally, ophthalmic characterizations of 5XFAD mice by others showed intracellular Aβ accumulations in the RPE and suggested that these accumulations alter the RPE tight junctions, thus potentially contributing to the breakdown of the outer retinal blood-brain barrier (Park et al., 2014). Also, 5XFAD mice were shown to have ultrastructural changes in the RPE (an accumulation of lipofuscin granules and undigested photoreceptor outer segment-laden phagosomes along with a loss of apical microvilli and basal infolding) and BM (increased thickness, basal laminar and linear deposits) that are present in human dry AMD (Park et al., 2017). Changes in the retinal function were detected in 5XFAD mice as well (Lim et al., 2020). Accordingly, in the future, EFV evaluations could perhaps be expanded to the drug effects on these reported retinal changes.

In summary, we investigated the retina of 5XFAD mice, a model of rapid amyloidogenesis in AD, which developed subretinal and RPE deposits associated with retinal vascular lesions. 5XFAD mice treated with small-dose EFV, an anti-HIV drug, had increased activity of CYP46A1, a cholesterol-metabolizing enzyme in the retina, and enhanced retinal cholesterol turnover. The treated mice also had a reduction in deposit size and vascular lesion frequency along with the leakage on FA. The size of focal accumulations of Aβ plaques, unesterified cholesterol, and Oil Red O-positive lipids was also reduced as was the activation of retinal macrophages/microglial cells. We suggest that EFV treatment led to a regression of the neovascularization and that EFV treatment should be considered for further evaluations in patients with neovascular AMD.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo; GSE199867; https://www.ncbi.nlm.nih.gov/sra; PRJNA821244.

# Supplementary material for: Low-Dose Anti-HIV Drug Efavirenz Mitigates Retinal Vascular Lesions in a Mouse Model of Alzheimer’s Disease
**Source:** Front Pharmacol. 2022 Jun 1;13:902254. doi: 10.3389/fphar.2022.902254
**Supplement:** Supplementary file 1

Supplementary Information

**Low-dose anti-HIV drug efavirenz mitigates retinal vascular lesions in a mouse model of Alzheimer's disease**

Nicole El-Darzi<sup>1</sup>, Natalia Mast<sup>1</sup>, David A. Buchner<sup>2</sup>, Aicha Saadane<sup>1</sup>, Brian Dailey<sup>1</sup>,  
Georgios Trichonas<sup>1</sup>, and Irina A. Pikuleva<sup>1\*</sup>

Departments of <sup>1</sup>Ophthalmology and Visual Sciences and <sup>2</sup>Genetics and Genome Sciences,  

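Table S1 gives for each gene the ratio of its expression in EFV-treated (Tx) to control (Cntr) retina, so a ratio below 1 is a lower and a ratio above 1 a higher expression after treatment; no p-value or spread is printed beside it. The ratios run from 0.52 to 1.77. Of the 221 gene names 5 were not found in the files or among the synonyms of the reference (Gpr3711, Bspsy, Tspsyl4, Cdin1 and Mtrfr) and were not replaced by similar names. The gene of Table S1 with the smallest p in edgeR was Armh4, which the files name 3632451O06Rik, with FPKM values of 14.0 ± 0.934 (SD, n = 3) in control and 10.2 ± 0.773 (SD, n = 3) in EFV-treated mice, a log2 fold change of -0.48 (standard error 0.08) and an adjusted p of 0.452 (edgeR, BH). DESeq2 called it, with an adjusted p of 0.000260 (BH), the 1 gene with an Entrez identifier among the adjusted calls of that tool. Its log2 fold change stayed between -0.53 and -0.41 with each library left out in turn. Srp54a, Srp54b and Srp54c are neighbouring copies that share reads, so their separate values are uncertain; their summed counts had a log2 fold change of 0.35 (standard error 0.11).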

**Table S1.** Differentially expressed genes ( $P \leq 0.05$ ) in efavirenz-treated (Tx) retina vs control (Cntr) retina in 5XFAD mice as identified by RNAseq.

| Gene                 | Ratio, Tx/Cntr | Gene                 | Ratio, Tx/Cntr | Gene           | Ratio, Tx/Cntr |
|----------------------|----------------|----------------------|----------------|----------------|----------------|
| <i>5730507C01Rik</i> | 1.24           | <i>D130040H23Rik</i> | 1.20           | <i>Gm5415</i>  | 1.42           |
| <i>Abca13</i>        | 1.17           | <i>Ddost</i>         | 0.90           | <i>Gng13</i>   | 0.90           |
| <i>Ache</i>          | 1.09           | <i>Dock5</i>         | 0.72           | <i>Gng7</i>    | 1.10           |
| <i>Adgrf4</i>        | 1.49           | <i>Dpm3</i>          | 0.81           | <i>Gpi1</i>    | 0.94           |
| <i>Agr2</i>          | 0.70           | <i>Drd4</i>          | 0.92           | <i>Gpnmb</i>   | 1.45           |
| <i>Akap6</i>         | 0.87           | <i>Dscam</i>         | 0.90           | <i>Gpr3711</i> | 1.56           |
| <i>Akr1e1</i>        | 0.79           | <i>Dusp1</i>         | 0.84           | <i>Grem2</i>   | 1.29           |
| <i>Alad</i>          | 0.86           | <i>Dusp11</i>        | 1.07           | <i>Gtf2a1</i>  | 1.11           |
| <i>Aldoa</i>         | 0.92           | <i>Dusp26</i>        | 1.09           | <i>Guca1b</i>  | 1.10           |
| <i>Alpl</i>          | 0.92           | <i>Ech1</i>          | 1.28           | <i>Gvin1</i>   | 1.59           |
| <i>Ampd3</i>         | 0.84           | <i>Edn2</i>          | 1.53           | <i>H2-Ob</i>   | 1.76           |
| <i>Armh4</i>         | 0.65           | <i>Efnb2</i>         | 1.15           | <i>Hmgb1</i>   | 0.91           |
| <i>Bcas1</i>         | 1.77           | <i>Egln1</i>         | 0.92           | <i>Hsp90b1</i> | 0.91           |
| <i>Bfsp2</i>         | 0.64           | <i>Egr2</i>          | 0.63           | <i>Hspb2</i>   | 0.62           |
| <i>Bmf</i>           | 0.80           | <i>Emilin1</i>       | 1.42           | <i>Igip</i>    | 1.19           |
| <i>Bspsy</i>         | 0.71           | <i>Eno1</i>          | 0.90           | <i>Igsf9</i>   | 1.16           |
| <i>Bst1</i>          | 1.18           | <i>Enox1</i>         | 0.71           | <i>Il4i1</i>   | 0.60           |
| <i>Bub1b</i>         | 0.89           | <i>Enpp2</i>         | 1.14           | <i>Insig1</i>  | 0.90           |
| <i>Calm2</i>         | 0.93           | <i>Entpd4b</i>       | 0.84           | <i>Irf9</i>    | 1.59           |
| <i>Car12</i>         | 1.48           | <i>Esrrb</i>         | 0.84           | <i>Itih3</i>   | 1.52           |
| <i>Cd47</i>          | 1.12           | <i>Etnppl</i>        | 1.41           | <i>Jmjd6</i>   | 0.91           |
| <i>Cdc26</i>         | 1.16           | <i>Fads2</i>         | 0.89           | <i>Kcnh5</i>   | 0.83           |
| <i>Cdin1</i>         | 0.80           | <i>Fam89b</i>        | 1.70           | <i>Kcnj13</i>  | 1.45           |
| <i>Cldn23</i>        | 1.24           | <i>Fgd1</i>          | 1.13           | <i>Kcnv2</i>   | 1.07           |
| <i>Clu</i>           | 0.91           | <i>Fkbp2</i>         | 0.84           | <i>Kdm1b</i>   | 1.16           |
| <i>Cnrip1</i>        | 0.91           | <i>Frmpd1</i>        | 0.92           | <i>Klhl28</i>  | 1.19           |
| <b>Col1a2</b>        | 1.37           | <i>Gdf15</i>         | 0.61           | <i>Lbh</i>     | 0.90           |
| <b>Col5a1</b>        | 1.21           | <i>Gfap</i>          | 1.29           | <i>Lgals6</i>  | 1.69           |
| <b>Col8a2</b>        | 1.40           | <i>Glmn</i>          | 1.14           | <i>Lmbrd2</i>  | 1.14           |
| <i>Cox6b1</i>        | 0.90           | <i>Gm1140</i>        | 1.61           | <i>Lmtk3</i>   | 1.10           |
| <i>Crybb1</i>        | 0.68           | <i>Gm11837</i>       | 0.55           | <i>Lpin2</i>   | 0.89           |
| <i>Crybb3</i>        | 0.66           | <i>Gm12657</i>       | 1.49           | <i>Lrat</i>    | 1.49           |
| <i>Cubn</i>          | 0.66           | <i>Gm14692</i>       | 0.55           | <i>Lrrc8e</i>  | 0.72           |
| <i>Cyp4f16</i>       | 0.77           | <i>Gm45929</i>       | 0.72           | <i>Mbp</i>     | 1.15           |

|                 |      |                |      |                |      |
|-----------------|------|----------------|------|----------------|------|
| <i>Mex3b</i>    | 0.79 | <i>Pon1</i>    | 1.47 | <i>Slco5a1</i> | 1.20 |
| <i>Mip</i>      | 0.68 | <i>Ppp1r3e</i> | 1.36 | <i>Smco3</i>   | 0.63 |
| <i>Mmp28</i>    | 1.47 | <i>Prelid1</i> | 0.92 | <i>Smim24</i>  | 0.92 |
| <i>Mobp</i>     | 1.65 | <i>Prkaca</i>  | 1.08 | <i>Snhg11</i>  | 1.10 |
| <i>Mrps10</i>   | 1.17 | <i>Prkdc</i>   | 1.13 | <i>Srp54a</i>  | 1.42 |
| <i>Mtrfr</i>    | 0.84 | <i>Psd</i>     | 1.08 | <i>Srp54b</i>  | 1.26 |
| <i>Myl6</i>     | 0.91 | <i>Ptov1</i>   | 1.11 | <i>Srp54c</i>  | 1.21 |
| <i>Myo15</i>    | 1.52 | <i>Rab6a</i>   | 0.93 | <i>Sssca1</i>  | 0.85 |
| <i>Myo7a</i>    | 0.80 | <i>Rag1</i>    | 0.61 | <i>Ssu72</i>   | 0.89 |
| <i>Nat1</i>     | 0.74 | <i>Rbm4</i>    | 0.80 | <i>Stard7</i>  | 1.07 |
| <i>Ndufa13</i>  | 0.91 | <i>Rdh16f2</i> | 0.70 | <i>Stra6</i>   | 1.26 |
| <i>Nkd2</i>     | 1.52 | <i>Ric8b</i>   | 1.08 | <i>Styx</i>    | 1.09 |
| <i>Nono</i>     | 0.93 | <i>Rmdn3</i>   | 0.89 | <i>Supt16</i>  | 1.09 |
| <i>Nr4a3</i>    | 0.69 | <i>Rnf144a</i> | 0.83 | <i>Svep1</i>   | 1.69 |
| <i>Nudc</i>     | 0.91 | <i>Rpe65</i>   | 1.44 | <i>Tead3</i>   | 1.15 |
| <i>Nudt3</i>    | 0.92 | <i>Rpl21</i>   | 0.82 | <i>Tfap4</i>   | 0.77 |
| <i>Nup62</i>    | 0.84 | <i>Rpl23a</i>  | 0.93 | <i>Thbs1</i>   | 1.33 |
| <i>Nutf2</i>    | 0.86 | <i>Rpl26</i>   | 0.78 | <i>Tmem170</i> | 1.27 |
| <i>Oasl2</i>    | 1.24 | <i>Rpl28</i>   | 0.89 | <i>Tmem237</i> | 0.91 |
| <i>Obscn</i>    | 1.39 | <i>Rpl35</i>   | 0.91 | <i>Tmem40</i>  | 0.55 |
| <i>Odc1</i>     | 1.13 | <i>Rpl41</i>   | 0.87 | <i>Tnxb</i>    | 1.28 |
| <i>Oog4</i>     | 0.67 | <i>Rpl7a</i>   | 0.92 | <i>Tom1</i>    | 0.88 |
| <i>Opn3</i>     | 0.76 | <i>Rplp0</i>   | 0.91 | <i>Trappc1</i> | 0.87 |
| <i>Pabpc4</i>   | 0.90 | <i>Rps10</i>   | 0.89 | <i>Trerf1</i>  | 1.17 |
| <i>Pcdha9</i>   | 0.78 | <i>Rps15</i>   | 0.93 | <i>Trib2</i>   | 1.13 |
| <i>Pcdhga1</i>  | 0.85 | <i>Rps28</i>   | 0.87 | <i>Trove2</i>  | 1.10 |
| <i>Pcsk1n</i>   | 0.93 | <i>Sap18b</i>  | 0.89 | <i>Tspsyl4</i> | 0.93 |
| <i>Pde6g</i>    | 0.91 | <i>Sec61g</i>  | 0.84 | <i>Tusc2</i>   | 0.91 |
| <i>Pfkfb2</i>   | 1.07 | <i>Sema3e</i>  | 0.87 | <i>Tusc3</i>   | 1.12 |
| <i>Pfkfb3</i>   | 0.88 | <i>Sik1</i>    | 0.81 | <i>Ubb</i>     | 0.91 |
| <i>Pfkl</i>     | 0.90 | <i>Sirt5</i>   | 0.81 | <i>Ube2h</i>   | 1.09 |
| <i>Pgm2</i>     | 0.92 | <i>Six6os1</i> | 1.16 | <i>Ubl5</i>    | 0.92 |
| <i>Pi15</i>     | 0.52 | <i>Skp1a</i>   | 1.08 | <i>Unc13c</i>  | 1.13 |
| <i>Pkd1</i>     | 1.07 | <i>Slc12a9</i> | 1.14 | <i>Wdr31</i>   | 0.88 |
| <i>Pkm</i>      | 0.93 | <i>Slc16a8</i> | 1.40 | <i>Wfs1</i>    | 0.92 |
| <i>Pla2g12a</i> | 1.36 | <i>Slc29a1</i> | 0.75 | <i>Ythdf1</i>  | 1.13 |
| <i>Pnma3</i>    | 0.79 | <i>Slc30a3</i> | 1.35 | <i>Zan</i>     | 0.86 |
| <i>Pnp2</i>     | 0.59 | <i>Slc7a1</i>  | 0.81 | <i>Zbtb20</i>  | 1.30 |

|               |      |                |      |              |      |
|---------------|------|----------------|------|--------------|------|
| <i>Zbtb43</i> | 1.13 | <i>Zfp445</i>  | 1.07 | <i>Zmat3</i> | 1.18 |
| <i>Zfp383</i> | 1.15 | <i>Zfp512b</i> | 1.09 |              |      |

**Table S2.** Differentially expressed proteins ( $P \leq 0.05$ ) in efavirenz-treated (Tx) retina vs control (Cntr) retina in 5XFAD mice as identified by the label-free approach.

| Protein name | # Unique peptides | Sequence Coverage (%) | Tx/Cntr ratio | Protein name | # Unique peptides | Sequence Coverage (%) | Tx/Cntr ratio |
|--------------|-------------------|-----------------------|---------------|--------------|-------------------|-----------------------|---------------|
| ATG7         | 2                 | 6                     | 0.33          | MGN2         | 1                 | 8                     | 0.13          |
| BZW1         | 1                 | 7                     | 0.14          | MYPT1        | 2                 | 3                     | 0.67          |
| CD59A        | 1                 | 14                    | 0.07          | NCLN         | 3                 | 7                     | 0.43          |
| CHKB         | 1                 | 5                     | 0.20          | NDUB1        | 1                 | 19                    | 0.05          |
| CNBP         | 3                 | 22                    | 0.14          | NDUB7        | 4                 | 36                    | 0.11          |
| COR2B        | 2                 | 4                     | 0.50          | NFH          | 1                 | 2                     | 0.50          |
| DCTN1        | 17                | 22                    | 0.77          | NMT1         | 5                 | 25                    | 0.20          |
| DDAH2        | 9                 | 59                    | 0.15          | NRCAM        | 10                | 13                    | 0.77          |
| DENR         | 2                 | 12                    | 0.17          | NT5C         | 3                 | 26                    | 0.12          |
| DHX30        | 1                 | 1                     | 1.00          | NU214        | 1                 | 1                     | 1.00          |
| DUS3         | 3                 | 24                    | 0.13          | PAQR4        | 1                 | 5                     | 0.20          |
| EIF3I        | 3                 | 15                    | 0.20          | PDE6B        | 20                | 47                    | 0.43          |
| EIF3M        | 2                 | 8                     | 0.25          | PDS5B        | 1                 | 1                     | 1.00          |
| ELMD2        | 2                 | 9                     | 0.22          | PGRC2        | 4                 | 41                    | 0.10          |
| EMB          | 2                 | 7                     | 0.29          | PLST         | 5                 | 12                    | 0.42          |
| EMC8         | 2                 | 13                    | 0.15          | PP2AB        | 1                 | 43                    | 0.02          |
| EPHB2        | 7                 | 10                    | 0.70          | PPIB         | 5                 | 26                    | 0.19          |
| FCL          | 3                 | 15                    | 0.20          | PTEN         | 1                 | 4                     | 0.25          |
| GMEB1        | 1                 | 5                     | 0.20          | RAB6A        | 1                 | 12                    | 0.08          |
| GMPR1        | 1                 | 4                     | 0.25          | RACK1        | 13                | 57                    | 0.23          |
| GRK1         | 21                | 49                    | 0.43          | RAE1L        | 2                 | 8                     | 0.25          |
| GSHR         | 6                 | 22                    | 0.27          | RD23B        | 2                 | 7                     | 0.29          |
| GSTT2        | 1                 | 5                     | 0.20          | RN170        | 1                 | 5                     | 0.20          |
| HCN1         | 4                 | 8                     | 0.50          | SAFB1        | 4                 | 14                    | 0.29          |
| HMGCL        | 3                 | 15                    | 0.20          | SC6A1        | 6                 | 15                    | 0.40          |
| IF4G2        | 5                 | 12                    | 0.42          | SCPDL        | 3                 | 16                    | 0.19          |
| IVD          | 2                 | 6                     | 0.33          | SEC13        | 5                 | 23                    | 0.22          |
| KBL          | 3                 | 13                    | 0.23          | SFXN5        | 6                 | 29                    | 0.21          |
| LY6H         | 1                 | 9                     | 0.11          | SNX3         | 3                 | 25                    | 0.12          |
| LYAR         | 5                 | 18                    | 0.28          | SP16H        | 4                 | 6                     | 0.67          |
| MACF1        | 11                | 3                     | 3.67          | SPCS1        | 1                 | 7                     | 0.14          |
| MARE2        | 7                 | 39                    | 0.18          | SRSF5        | 1                 | 9                     | 0.11          |
| MCTS1        | 3                 | 28                    | 0.11          | TADBP        | 8                 | 33                    | 0.24          |

|       |   |    |      |      |   |    |      |
|-------|---|----|------|------|---|----|------|
| MGN   | 1 | 8  | 0.13 | TGM2 | 1 | 2  | 0.50 |
| THYN1 | 4 | 18 | 0.22 | VAT1 | 4 | 15 | 0.27 |
| TRIM2 | 3 | 6  | 0.50 | WBP2 | 1 | 4  | 0.25 |
| UBP14 | 5 | 20 | 0.25 |      |   |    |      |

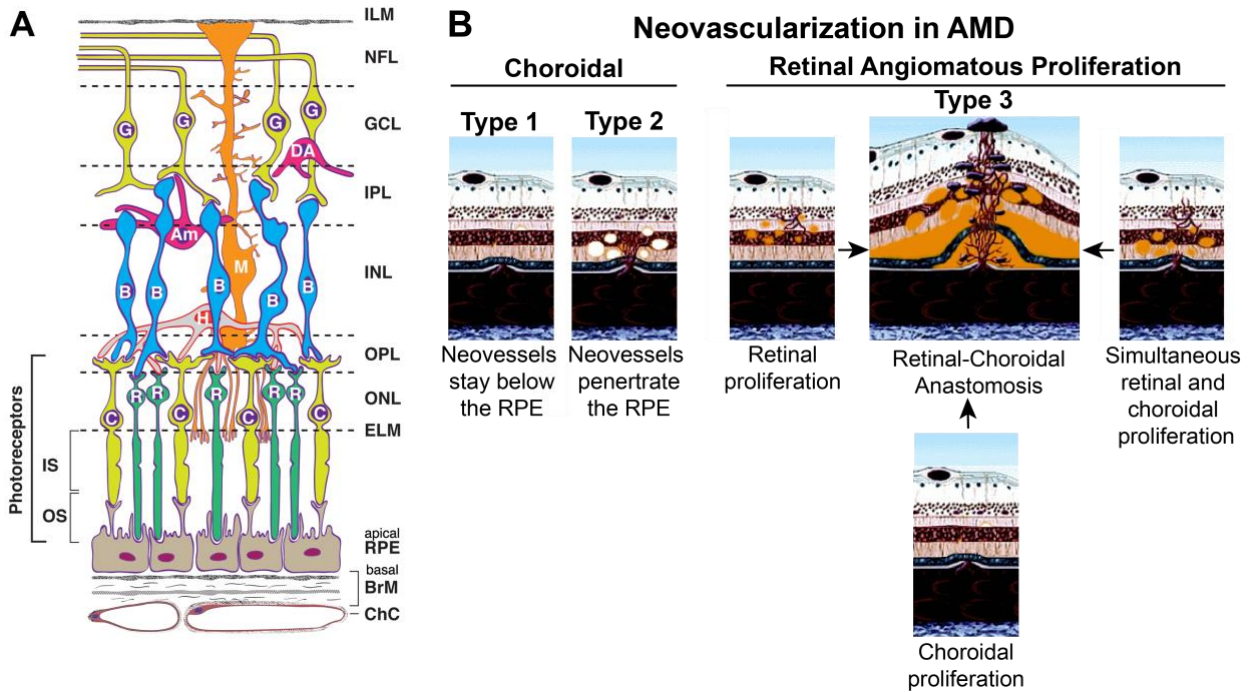

**Figure S1.** The retina and age-related macular degeneration. **A**, chorioretinal cells and layers. Taken from Zheng *et al.* 2012, PLoS One, and modified. Cells (from bottom to top): RPE, retinal pigment epithelium (nurse cells to the photoreceptors); C, cone photoreceptor; R, rod photoreceptor; H, horizontal cell (interneuron); B, bipolar cell (interneuron); M, Müller cell (radial glial cell); Am, amacrine cell (interneuron); DA, displaced amacrine cell (interneuron); G, ganglion cell (output neuron). Müller cells (M) extend almost the width of the retina; their apical processes form the ELM, and their foot processes partially form the ILM. Layers (from bottom to top): ChC, choriocapillaris (capillary bed for the RPE and photoreceptors); BrM, Bruch's membrane (vessel wall and RPE substratum); ELM, external limiting membrane (junctional complexes); ONL, outer nuclear layer; OPL, outer plexiform layer (synapses); INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer; NFL, nerve fiber layer (ganglion cell axons); ILM, inner limiting membrane. Non-photoreceptor layers of the retina are supplied by the retinal circulation (not shown). Graphics by D. Fisher; inspired by Figure 4-2 of Ryan SJ, editor. **B**, Schematic representation of neovascularization in age-related macular degeneration (AMD). Taken with permission from Yannuzzi *et al.* 2008, Retina, and modified. See main text for details.

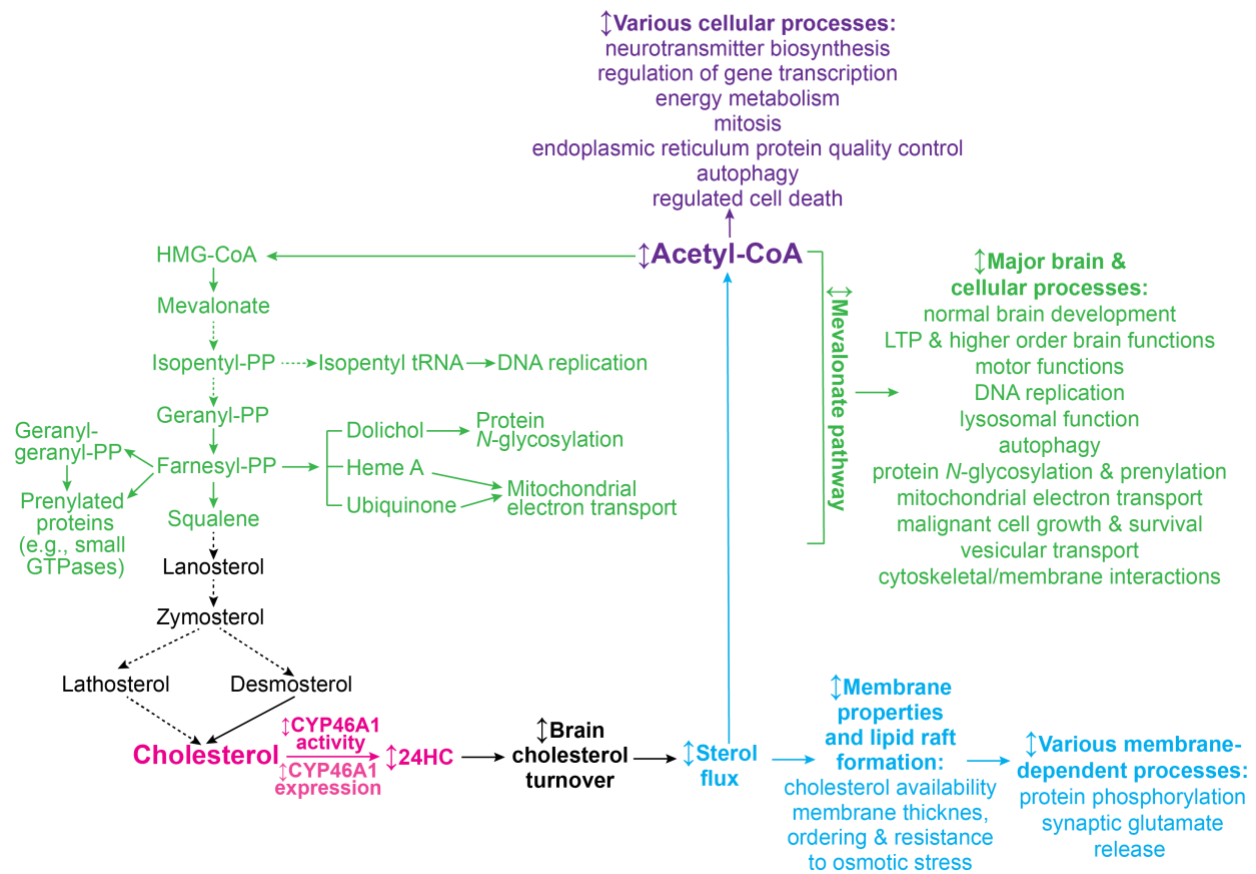

**Figure S2.** Schematic representation of the three primary processes (the unifying mechanisms) that can integrate a variety of CYP46A1 targeting effects. These are mevalonate pathway (green), sterol flux (blue), and acetyl-CoA production (violet). See main text for details. The initial event, CYP46A1-mediated cholesterol 24-hydroxylation, is colored in magenta. Dashed arrows indicate multiple steps;  $\uparrow$ : the up-down arrow indicates modulation (increase or decrease); HMG: 3-hydroxy-3-methylglutaryl; PP, pyrophosphate. Taken from Pikuleva, 2021, *Explor Neurol Ther*.

How the deposited data were processed for this re-analysis (not part of the article)

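RNA was measured in 6 libraries, 3 of control and 3 of EFV-treated 5XFAD mice, each from a pool of retina plus RPE of 5 to 6 mice, which the paper describes as male, at the end of the 2nd treatment. The authors made the expected counts per gene with RSEM v1.2.12 from filtered reads aligned with Bowtie2 v2.2.5, and these are not normalized. The authors made the FPKM values with the same program by dividing the counts by the length of the gene and the total of the library; as deposited, they are rounded and the smallest FPKM listed is 0.01, so a gene that is absent from a library was taken as 0 there. The settings of the read filter, the release of the gene annotation and the strandedness are not stated and cannot be varied from these files.

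Genes were identified by their Entrez identifiers, of which 17680 of 17705 were found in the reference annotation of the same genome build, and gene names in Table S1 and Table 2 were matched by symbol or, failing that, by a synonym in the reference. The BGI_novel genes were kept in the test as the files name them; no sequence or position of them was used here. Genes with at least 10 counts in at least 3 of the 6 libraries were tested: 14377 with an Entrez identifier and 1160 BGI_novel.

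The comparison of EFV-treated with control mice used the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) on rounded expected counts with TMM scaling and group as the only term, two-sided, and BH adjustment over all genes tested. Calls were made at an adjusted p of 0.05 and, separately, at the limits of the paper (unadjusted p of 0.05 and fold change of 1.07). The paper bases this threshold on the Poisson distribution. Here the limits were applied to the p of edgeR, which is what the threshold of the paper means below unless another test is named. A Poisson model, scaled by total counts only in place of TMM, was an alternative. With 3 libraries against 3 an exact permutation test cannot go below a two-sided p of 0.10, so the p-values rest on the models. Fold changes are EFV-treated over control. At the depth of these libraries (median 24337444 counts in control) counting error weighs most on genes near the count minimum of 10, and for abundant genes the spread between pools is the larger part.

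Fixed lists of genes (markers of RPE, lens, oligodendrocytes, fibroblasts and matrix, endothelium, microglia, rods, cones and Müller cells; LXR-transactivated and LXR-transrepressed genes; genes of cholesterol biosynthesis, glycolysis, the interferon response, the immediate-early response and ribosomal proteins) were tested with camera of limma 3.58.1 (preset correlation 0.01, BH over the 16 lists), with fry and with camera using an estimated correlation. The lists were written after Table S1 had been read, so each was also tested without its Table S1 members. Over-representation in the 14 processes of Table 2 was tested with a one-sided Fisher's exact test against the genes tested, on direct annotations only.

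Genes named in the text were chosen by rule: up to 5 genes per direction with the strongest change and non-overlapping groups; the genes of Table 2 and the LXR targets, with full statistics for the 5 interleukin-10, 7 energy metabolism and 13 blood vessel genes; at most 3 abundant and 3 low-p members of a list; Cyp46a1, Cyp27a1, App, Xist and Y-linked genes, and 1 further gene that is not reported here; the genes of the exome sequencing and P2rx7 and Nlrp3; and genes in both Table S1 and Table S2. Values in the tables of the paper had been seen. The genes that escape X inactivation were chosen after the values of the Y-linked genes were seen, but before their own. The remaining genes of visual perception, Eno1b, Srp54a, Srp54b, Srp54c, H2-Ob, Pi15 and Pnp2 were chosen after their values were seen.

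Alternatives set before the data were examined were other scalings (RLE, upper quartile, total counts), other filters, DESeq2 1.42.0, limma on log2 FPKM with pseudocounts of 0.1, 1 and 0.01, gene-by-gene linear models, a Poisson model, the replicate number as a block, covariates for RPE and lens markers (the means of the lists, which hold 5 and 4 Table S1 genes, so the fits of these genes are adjusted in part for themselves), and leaving out each library in turn. A further 6 were added after the data were seen: removal of a transcript length trend, a Y-linked gene covariate, genes with an Entrez identifier only, DESeq2 on all genes, and DESeq2 with shrunken fold changes on all genes and on genes with an Entrez identifier. The methods were tested on simulated data with 200 changed genes among 15585: at an adjusted p of 0.05 edgeR recovered 200 with 9 false calls, DESeq2 199 with 12, limma 200 with 28, the gene-by-gene models 6 and 10 with 0, and the Poisson model 200 with 5431. The simulated changes were large, with a median absolute log2 fold change of 1.02 by edgeR. They were placed only in genes well above the count minimum, and all genes were given a common spread. The recovery therefore does not show what edgeR would find among smaller changes.

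The sterol, imaging, proteomic and exome data of the paper were not analysed here, apart from a lookup of the RNA of genes that they name.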

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

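All tests of the explanations in this part were chosen after the results were seen.

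A signal appeared in genes that the paper does not discuss, the transcribed regions that the files name BGI_novel. At the threshold of the paper 103 of the 1160 tested passed by the test of edgeR, or 8.88%, against 2.53% of the genes with an Entrez identifier. A real effect of EFV on these regions would raise their share in the comparison of the groups above that in other splits of the 6 libraries, but the share was also higher than that of the Entrez genes in 9 of the other 9 splits (7.76% to 11.0% against 2.56% to 7.28%). This is consistent with a wider spread of these genes between pools in any grouping. The ratio of the shares was nevertheless largest in the real split, at 3.51 against 1.39 to 3.49 in the others (computed after the results were seen), so a part beyond that spread stays open. As large a number as 103 was found in 5 of the 10 splits, the real one included; 10 splits cannot exclude chance. An effect of treatment on part of them stays open, and reads shared with annotated genes were not tested, because no position or sequence of these regions was used.

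Among these, BGI_novel_G001466 had a log2 fold change of 1.11 (standard error 0.15), higher in all 3 EFV libraries (334, 281 and 400 counts) than in all 3 control libraries (140, 139 and 182 counts). Its adjusted p was 0.323 (edgeR, BH), the smallest of all genes, and 3 libraries against 3 fail to overlap for 10% of genes by chance. BGI_novel_G000111 was also higher, with a log2 fold change of 1.94. BGI_novel_G001464 was lower (-0.78), and BGI_novel_G000486 had 21, 37 and 53 counts in control and 0 in each EFV library, at least 12.3-fold lower against a floor of 3 counts per library. The adjusted p was 0.323 for BGI_novel_G000111 and BGI_novel_G000486 and 0.868 for BGI_novel_G001464 (edgeR, BH). DESeq2 called all 4 of these regions, with adjusted p-values of 7.8e-07 (BGI_novel_G001466), 1.6e-05 (BGI_novel_G000486), 1.9e-05 (BGI_novel_G000111) and 5.2e-05 (BGI_novel_G001464), so whether they pass depends on the tool. Library size does not separate the groups (median counts 24337444 and 24360060), which argues against depth as the reason. A variant that differs between the mice of the pools, shared reads and an effect of EFV were not tested for single regions and stay open.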

How the results depend on the processing

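The alternatives listed as added after the data were seen were chosen only then, and so were the tests of the pairing of replicate numbers.

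The numbers of expressed genes stayed within 1.5 times their value under each alternative (13741 to 18934 in control and 13639 to 18853 in EFV-treated mice). The direction of Table S1 was found for all of its genes tested under each of the alternatives.

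At an adjusted p of 0.05 the 0 calls of edgeR (472 genes at an unadjusted p of 0.05) became 11 with DESeq2, 2267 with the Poisson model and, among the alternatives added later, 10 with DESeq2 on all genes, 10 with DESeq2 with shrunken fold changes and 1 with DESeq2 with shrunken fold changes on Entrez genes. Leaving out each library gave 0 to 1 (1 without EFV replicate 1). The Poisson model leaves out the spread between pools by construction, and on simulated data it made 5431 false calls; for the DESeq2 calls the cause was not tested.

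The 467 genes at the threshold of the paper became 269 with DESeq2 and 2376 with the Poisson model, and of the alternatives added later 276 with DESeq2 on all genes, 153 with shrunken fold changes and 105 with shrunken fold changes on Entrez genes; the cause was not tested beyond the construction of the Poisson model. Under the other alternatives, leave-one-out fits included, it lay between 380 and 576.

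The 148 Table S1 genes past that threshold became 67 and 66 with the gene-by-gene models of log2(FPKM + 0.1) and of FPKM, 68 with the RPE marker covariate, whose list holds 5 of these genes, and 97 with shrunken fold changes on Entrez genes. Leaving out each library gave 96 (without control replicate 2) to 125 (without control replicate 3), with 99 without EFV replicate 1; these fits hold fewer samples. For the others the cause was not tested. The replicate number as a block gave 514 genes at the threshold and 161 of Table S1. The correlations across genes between deviations of libraries with the same number were 0.125, 0.0832 and 0.0992. Those between libraries with different numbers were all negative, from -0.101 to -0.00629. Deviations were taken from the mean of each group, so these values are not free of each other, and genes are not independent replicates. Whether the numbers mark pairs stays open. The main fit did not take the numbers as pairs, because the methods of the paper name no pairing between groups.

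The LXR targets called rose from 0 to 4 with the Poisson model and stayed at 0 under the other alternatives. The 9 lists called by camera became 0 with fry and 0 with an estimated correlation, and 4 (without control replicate 1) to 9 (without EFV replicate 3) with 1 library left out. The 3 processes over-represented among Table S1 genes became 1 with the genes called here. With 1 library left out the number was 0 (without control replicate 3, EFV replicate 1 or EFV replicate 2) to 2 (without control replicate 2). Table S1 is a fixed list that leaving out a library does not change. The leave-one-out numbers therefore rest on genes called in each fit and cannot show whether the 3 are lost.

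Some lists reversed direction; the values are adjusted p-values of limma (BH). The microglia list reversed under fry (0.971) and ranged from 0.589 to 0.859 with 1 library left out, reversed without control replicate 1 (0.657), EFV replicate 2 (0.859) and EFV replicate 3 (0.842). The cone list ranged from 0.0487 (without EFV replicate 3) to 0.765 (reversed, without EFV replicate 1), and the Müller cell list from 0.320 to 0.956 (reversed, without EFV replicate 3). The LXR-transactivated list ranged from 0.226 to 0.859 and reversed without control replicate 2 (0.788); the LXR-transrepressed list reversed with genes of a mean FPKM of at least 1 (0.825), where fewer genes were tested. The immediate-early list ranged from 3.2e-06 (without control replicate 2) to 0.757 (reversed, without control replicate 3). Over all alternatives the lists kept their direction and side of the threshold in 172 results, and were weaker in 39, stronger in 4 and reversed in 9.

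Of 35 single genes followed, 28 were covered with a mean FPKM of at least 1 and 32 in the fits of Entrez genes only. The other alternatives covered all 35. Over all alternatives 682 results stayed on the same side of the threshold, 216 were weaker, 34 stronger and 0 reversed. The largest numbers of weaker results were 19 in each gene-by-gene model and 17 with the RPE marker covariate. Of the 216 matched Table S1 genes, 203 had enough counts to be tested; with all genes of at least 1 count entered, 19385 genes were tested, and 173 of the 216 passed. The effect of depth itself was not tested.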

Differences from the paper's values

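The added alternatives named in this part were chosen as tests after the values were seen.

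The paper reports 221 differentially expressed genes, 120 lower and 101 higher; the paper bases its threshold on the Poisson distribution, and the same limits on p and fold change gave 467, 239 and 228 with edgeR and 2376, 918 and 1458 with the Poisson model. Of the alternatives set before the data were examined, DESeq2 gave 269, 145 lower and 124 higher, within 1.5 times the paper's values in all 3. Total counts only gave 159 lower genes, and the gene-by-gene models of log2(FPKM + 0.1) and of FPKM gave 156 and 155, within 1.5 times the paper's number of lower genes but not of the others (447, 439 and 447 in all; 288, 283 and 292 higher). With BGI_novel genes included, the remaining alternatives, RLE and upper quartile scaling, no filter, a mean FPKM of at least 1, limma with each of the 3 pseudocounts, the Poisson model, the replicate block, both covariates and each library left out, differed in all 3. Of the alternatives chosen after seeing the values, DESeq2 on all genes gave 276, 154 and 122, within 1.5 times in all 3, with 181 of the 216 Table S1 genes tested past the threshold and 35 not; DESeq2 with shrunken fold changes gave 153 in all and 86 lower, within 1.5 times, and 67 higher, with 102 of 216 past and 114 not.

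These counts include the BGI_novel genes, which Table S1 does not list. Among genes with an Entrez identifier edgeR gave 364, 188 lower and 176 higher, each more than 1.5 times the paper's value. Of the alternatives set before the data were examined, DESeq2 (185, 100 and 85), a mean FPKM of at least 1 (307, 175 and 132) and leaving out control replicate 2 (295, 174 and 121) gave counts within 1.5 times the paper's in all 3. The number of lower genes alone was within 1.5 times with upper quartile scaling (164), total counts only (116), limma with pseudocounts of 0.1, 1 and 0.01 (141, 145 and 139), the gene-by-gene models (134 and 135), the lens marker covariate (180) and without EFV replicate 1 (153), and the number of higher genes alone with the RPE marker covariate (139). The other alternatives set before differed in all 3. Of those chosen after seeing the values, DESeq2 on all genes gave 186, 103 and 83, within 1.5 times in all 3, with 35 of 216 Table S1 genes not past the threshold, and the others differed in all 3.

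Among the 203 ratios of Table S1 compared, 7 differed by more than 1.5 times and by more than the SD propagated from the 3 libraries per group, and all 7 were closer to 1 in the paper. The matched genes with too few counts to be tested were left out of this comparison. Their ratios of mean FPKM also lay farther from 1 than in the paper (Mobp 38 against 1.65, Tmem40 0.0921 against 0.55). At so few counts such ratios are uncertain. For Crybb1 the paper gives 0.68, against 0.0976 here; for Crybb3 0.66 against 0.0815; and for Mip 0.68 against 0.0944. Of the alternatives set before the data were examined, leaving out control replicate 3 gave ratios for these 3 genes that did not differ by these limits (0.986, 0.819 and 0.952). They lay closer to 1 than the paper's ratios, so leaving it out removed most of the fall and did not give the paper's values. The lens marker covariate also gave ratios that did not differ. It is built from a list that holds these genes and so carries little information on them. The other alternatives differed. For Bfsp2 the paper gives 0.64 against 0.207 here. By the same limits 6 alternatives set before did not differ (limma with each of the 3 pseudocounts, the gene-by-gene model of log2(FPKM + 0.1), the lens marker covariate, whose list holds Bfsp2, and without control replicate 3) and the other 15 did. The ratio without control replicate 3 was 0.906, again closer to 1 than the paper's.

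For H2-Ob the paper gives 1.76 against 3.02 here, with mean FPKM values of 0.08 and 0.243; 4 of 20 alternatives set before did not differ (limma with pseudocounts of 0.1 and 1, the gene-by-gene model of log2(FPKM + 0.1) and without EFV replicate 1). For Pi15 the paper gives 0.52 against 0.318; 10 of 20 did not differ (limma with pseudocounts of 0.1 and 0.01, both gene-by-gene models, the Poisson model, both covariates, and without control replicate 2, control replicate 3 or EFV replicate 1). For Pnp2 the paper gives 0.59 against 0.392; 13 of 20 did not differ (total counts only, limma with each of the 3 pseudocounts, both gene-by-gene models, the Poisson model, the replicate block, both covariates, and without control replicate 3, EFV replicate 2 or EFV replicate 3). The other alternatives differed.

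The column of ratios in Table S2 equals the number of peptides divided by the coverage, within 0.0051, in 73 of 73 entries, with 1 value above 1, 3 equal to 1 and 69 below 1, so it cannot hold both the lower and the higher proteins that the paper describes; it was not used as a ratio of abundances.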

Other observations

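The tests of the genes that escape X inactivation (chosen after the values of the Y-linked genes were seen), of the correlation with transcript length and of neighbouring genes were written before their own results were seen; the fits with the Y-linked covariate and with the length trend removed were added after the data were seen, and the tests of lens, RPE, immediate-early genes, shared reads, other splits of the libraries, neighbouring genes in other splits and other numbers and seeds of random lists were chosen after the results were seen.

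The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 39.3% to 45.2% of the mean of the other 5 libraries in EFV replicate 3 (mean log2 deviation -1.002; 0.50 in EFV replicate 1 and 0.07 to 0.17 in the others). The 4 genes that escape X inactivation, Kdm6a, Kdm5c, Eif2s3x and Ddx3x, were each highest in EFV replicate 3, with a mean log2 deviation of 0.17. The same X-linked genes were each lowest in EFV replicate 1 (mean -0.136), where each of the Y-linked genes was highest. The values of EFV replicate 3 are consistent with female mice in that pool; whether the share of the sexes also differed between the other pools stays open, and another source of a lower Y-linked level was not tested. Xist is listed in none of the libraries. Without EFV replicate 3 there were 566 genes at the threshold of the paper, and with the Y-linked genes as a covariate 526.

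All 13 lens markers tested were lower in EFV-treated mice (median log2 fold change -3.62; camera of limma, adjusted p = 0.000979). The 8 crystallins and the 5 other lens genes were both high in control replicate 3, with mean log2 deviations of 4.52 and 4.09; the most abundant, Cryaa, had an FPKM of 1341 there and 10.7 to 73.7 in the other libraries, and its log2 fold change of -3.47 became 0.70 without that library. Without control replicate 3 the median was -0.021 and the adjusted p was 0.800 (camera of limma; 3.2e-06 to 0.800 with 1 library left out, and 0.0705 without EFV replicate 2). Lens tissue in the pool of control replicate 3 may therefore account for the difference; 4 of the 13 are in Table S1. Whether retina itself expresses these genes more in that pool was not tested.

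The 15 immediate-early genes tested were all lower in EFV-treated mice (median -0.34; camera of limma, adjusted p = 0.00254), and 3 are in Table S1. Their mean log2 deviation in control replicate 3 was 0.89, and without it the median was 0.042. Fos had an FPKM of 26.0 in control replicate 3 and 5.38 to 9.35 in the other libraries. A higher level in control replicate 3 alone may account for the list; the adjusted p was 0.106 without EFV replicate 2 (camera of limma). Why that pool was higher was not tested.

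Of 20 RPE markers, 18 were higher in EFV-treated mice (median 0.37; camera of limma, adjusted p = 3.6e-05), and 5 are in Table S1. Control replicate 2 was lowest, with a mean log2 deviation of -0.60. Without it the median was 0.19 and the adjusted p was 0.0308 (camera of limma; 4.0e-06 to 0.0308 with 1 library left out), but EFV replicate 1 (mean log2 deviation -0.048) lay below control replicates 1 and 3 (0.013 and 0.050), and under fry the adjusted p of the full list was 0.587. Less RPE in the pool of control replicate 2, other differences in the amount of RPE between pools and an effect of EFV cannot be told apart.

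Other lists, with adjusted p by camera of limma: interferon-stimulated genes were higher (median 0.25, 14 of 19 genes, adjusted p = 3.6e-05, and 3.6e-05 to 0.00260 with 1 library left out; 0.221 under fry), with Oasl2 at 0.32 and Irf7 at -0.16 on the log2 scale. Ribosomal protein genes were lower (median -0.05, 62 of 80 genes, adjusted p = 3.6e-05; 0.103 without control replicate 1). Oligodendrocyte markers were higher (median 0.19, 6 of 8 genes, adjusted p = 0.00534; 0.136 without control replicate 1, 0.143 without EFV replicate 3 and 0.163 with genes of a mean FPKM of at least 1). Rod markers (median -0.05, adjusted p = 0.144; 0.0100 without EFV replicate 2), cone markers (-0.02, adjusted p = 0.279; 0.0487 without EFV replicate 3) and Müller cell markers (-0.02, adjusted p = 0.408) were not called. The microglia list (median 0.04, 8 of 15 genes higher, adjusted p = 0.963) had a positive median and mean but was ranked lower by camera. The cholesterol list passed without control replicate 2 (0.0308) and without EFV replicate 3 (0.0241).

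Of the lower genes of Table S1 that were tested, 54.6% were at most 2308 bases long, the limit under which 1 in 3 of all genes tested lies. Outside the calls the correlation of log2 fold change with length across 14013 genes was weak (Spearman's rho 0.0774; median log2 fold change -0.02 in the shortest 10% of genes and 0.01 in the longest 10%); genes are not independent replicates. Of 59 such short genes, 49 were past the threshold, and 37 were when a length trend was removed from each library. A length trend may account for part of the calls but not for most of them.

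Of the 364 called genes with an Entrez identifier, 169 had another within 1 Mb, against a mean of 148.5 for random lists of the same number (126 to 171), a one-sided permutation p of 0.0401 over 100000 lists. With 1000 lists the p depended on the seed: 10 seeds gave permutation p-values from 0.0340 to 0.0569. Linked alleles that differ between pools of this mixed strain may account for such neighbours, but 2 of the other 9 splits of the libraries also gave a p of 0.05 or less (permutation p of 0.0360 and 0.0120), so neighbouring genes that move together in any grouping cannot be told apart from it with so few splits, and an effect of EFV on neighbouring genes was not tested.

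Reads shared between near-identical genes were tested by summing counts. For Eno1 and Eno1b the sum had a log2 fold change of -0.11 with an unadjusted p of 0.0209 by edgeR, and for Srp54a, Srp54b and Srp54c the log2 fold change of the sum was 0.35, with an unadjusted p of 0.0127 by edgeR. A shift of reads between the copies would leave the sums level, so the sum argues against it as the whole cause for Eno1. Srp54a, Srp54b and Srp54c were each higher on their own (log2 fold changes 0.59, 0.35 and 0.28). A shift between these copies alone would not raise each of them, but their sum had to be higher and adds no separate test. Neither sum passes adjustment over all genes.

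Over the 10 splits of the 6 libraries into 3 and 3, the smallest share that a count can reach is 1 of 10, so chance cannot be excluded for any count. As many genes at the threshold of the paper as in the real split were found in 9 of 10, as many at an adjusted p of 0.05 (edgeR) in 10 of 10, and as many LXR targets in 10 of 10; for the last 2 the real split has 0, which every split reaches, so they carry no information. For the Table S1 genes past the threshold (148, with 10 to 33 in the others) only the real split, 1 of 10, reached the value. The same held for the called lists (9, with 1 to 8 in the others). The Table S1 genes were chosen on the real split. The lists were written after Table S1 had been read, and their Table S1 members were kept in every split. The number of called lists is therefore not independent of the real split either.

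Cyp46a1 had a log2 fold change of 0.11 (standard error 0.08), Cyp27a1 0.21 (standard error 0.11), App -0.05 (standard error 0.05) and P2rx7 0.05 (standard error 0.46), none past the threshold of the paper. The App value is of the mouse gene, and whether transgene reads were counted in it was not tested. None of the 14 genes named from the exome sequencing passed in edgeR (log2 fold changes from -0.49 to 0.54). Supt16, which is in Table S1, had a log2 fold change of 0.13 (standard error 0.06).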
